# Cholinergic signals preserve haematopoietic stem cell quiescence during regenerative haematopoiesis

**DOI:** 10.1038/s41467-022-28175-1

**Published:** 2022-01-27

**Authors:** Claire Fielding, Andrés García-García, Claudia Korn, Stephen Gadomski, Zijian Fang, Juan L. Reguera, José A. Pérez-Simón, Berthold Göttgens, Simón Méndez-Ferrer

**Keywords:** Bone, Haematopoietic stem cells, Risk factors, Stem-cell niche

## Abstract

The sympathetic nervous system has been evolutionary selected to respond to stress and activates haematopoietic stem cells via noradrenergic signals. However, the pathways preserving haematopoietic stem cell quiescence and maintenance under proliferative stress remain largely unknown. Here we found that cholinergic signals preserve haematopoietic stem cell quiescence in bone-associated (endosteal) bone marrow niches. Bone marrow cholinergic neural signals increase during stress haematopoiesis and are amplified through cholinergic osteoprogenitors. Lack of cholinergic innervation impairs balanced responses to chemotherapy or irradiation and reduces haematopoietic stem cell quiescence and self-renewal. Cholinergic signals activate α7 nicotinic receptor in bone marrow mesenchymal stromal cells leading to increased CXCL12 expression and haematopoietic stem cell quiescence. Consequently, nicotine exposure increases endosteal haematopoietic stem cell quiescence in vivo and impairs hematopoietic regeneration after haematopoietic stem cell transplantation in mice. In humans, smoking history is associated with delayed normalisation of platelet counts after allogeneic haematopoietic stem cell transplantation. These results suggest that cholinergic signals preserve stem cell quiescence under proliferative stress.

## Abstract (web summary)

The sympathetic nervous system has been shown to respond to stress and activate haematopoietic stem cells. Here they show that cholinergic signals in the bone marrow preserve haematopoietic stem cell quiescence and self-renewal under proliferative stress.

## Introduction

Haematopoietic stem cell transplantation (HSCT) is routinely performed to regenerate the haematopoietic and immune systems of patients with cancer, immune or metabolic disorders. However, haematopoietic stem cell (HSC) responses are heterogeneous, but the underlying mechanisms are not yet clear. HSCs have reduced quiescence and cannot self-renew in peripheral blood, compared with bone marrow (BM). Sympathetic noradrenergic fibres innervate the BM^1^ and regulate traffic and activation of HSCs and leucocytes^2–5^. Additionally, stress-induced noradrenergic activity increases HSC proliferation^6^. However, preserving HSC quiescence is critical to prevent HSC attrition, but the mechanisms regulating HSC quiescence under stress are understudied^7,8^. Cholinergic signals cooperate with noradrenergic signals to regulate HSC and leucocyte migration^9^. However, whether cholinergic signals regulate HSC proliferation has not been described. Noradrenaline and acetylcholine (ACh) are generally postganglionic neurotransmitters of (noradrenergic) sympathetic nervous system (SNS) and (cholinergic) parasympathetic nervous system, respectively. However, some sympathetic neurons convert to cholinergic phenotype during postnatal development in sweat glands and the periosteum^10^. Furthermore, the function of sympathetic cholinergic fibres in bone has remained unknown^11^.

Here, we show the source and function of cholinergic signals during regenerative haematopoiesis. Cholinergic-neural signals activate bone-associated nestin^+^ BM mesenchymal stem cells (BMSCs) and regulate HSC quiescence locally in endosteal BM niches. These results illustrate the regulation of stem cell quiescence by the cholinergic system. This mechanism seems to allow stem cells to meet physiological demands and respond to stress, without losing potency.

## Results

### Cholinergic expansion during stress haematopoiesis

The autonomic nervous system has been evolutionarily selected to efficiently respond to stress. Therefore, we have studied the role of sympathetic cholinergic signals during stress haematopoiesis. WT mice underwent BM transplantation (BMT) following lethal irradiation. BM ACh concentration transiently increased 2 weeks after BMT (Fig. 1a), suggesting a role for cholinergic signals during stress haematopoiesis. To investigate the source of BM ACh, we performed genetic lineage tracing of neuroglial cells in *Wnt1-Cre2* mice, and cholinergic cells using *ChAT-Ires-Cre* mice and *ChAT-Gfp* mice. Matching the transient ACh increase, cholinergic nerve fibres peaked 2 weeks after transplantation (Fig. 1b and Supplementary Fig. 1a). Signalling through the GDNF family receptor alpha-2 (GFRα2) promotes the survival of cholinergic neurons^12,13^. Matching the transient increase in cholinergic innervation, BM GFRα2 mRNA expression increased 9-fold 2 weeks after transplantation (Fig. 1c). In sharp contrast, BM tyrosine hydroxylase (TH)^+^ noradrenergic fibres decreased steadily over 4 weeks (Fig. 1d and Supplementary Fig. 1b). In a separate study, we found that cholinergic neural signals are transmitted in the skeletal system through cholinergic osteoprogenitors. Therefore, we measured ChAT^+^ osteoprogenitors and found them similarly expanded 2 weeks after irradiation (Fig. 1e–h and Supplementary Fig. 1c–e). These results suggest that both neural and non-neuronal BM cholinergic signals increase during haematopoietic regeneration.

**Fig. 1:**
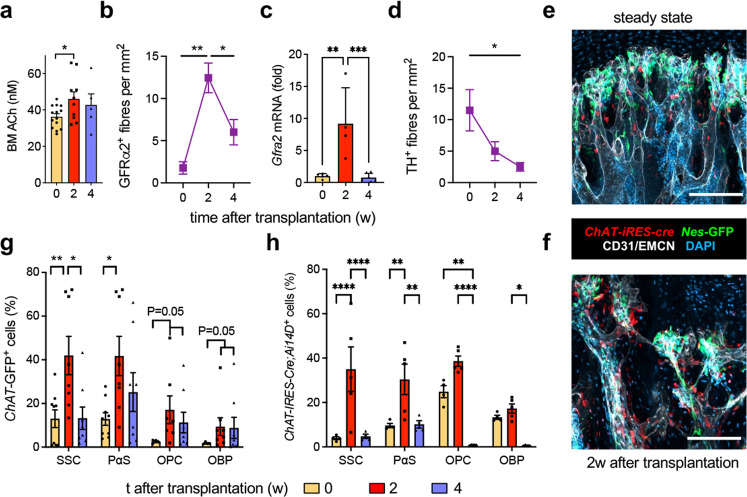
Cholinergic expansion during haematopoietic regeneration. **a**, **c** Acetylcholine (ACh) content (**a**; *N* = 5,9,14; *P* = 0.03) and *Gfra2* mRNA expression (**c**; *N* = 5,4,7; *P* = 0.002,0.0008) in endosteal BM before or 2–4 weeks after transplantation. **b**, **d** Density of (**b**) cholinergic (GFRα2^+^; *N* = 4,5,9; *P* = 0.003,0.02) or (**d**) noradrenergic (tyrosine hydroxylase, TH^+^; *N* = 4,8,6; *P* = 0.01) genetically marked nerve fibres in *Wnt1-Cre2;Ai14D* mice. **e**, **f** Representative genetic tracing showing the expansion of cholinergic stromal cells (red) adjacent to *Nes*-GFP^+^ BMSCs (green) associated with CD31^+^ or endomucin (EMCN)^+^ blood vessels (white) near the growth plate of *ChAT-IRES-Cre;Ai14D;Nes-GFP* tibias (*N* = 3). Nuclei are counterstained with DAPI (blue). Scale, 50 μm. **g**, **h** Transient expansion of endosteal BM cholinergic PDGFRα^+^Sca1^−^ skeletal stem cells (SSC), PDGFRα^+^Sca1^+^ (PαS) cells, PDGFRα^−^CD51^+^Sca1^+^ bone-lining osteoprogenitors (OPCs) or PDGFRα^−^CD51^+^Sca1^−^ osteoblast precursors (OBPs) genetically traced in (**g**) *ChAT-Gfp* mice (0 weeks, SSC, PαS, *N* = 9. OPC, OBP, *N* = 4; 2 weeks, SSC, PαS, *N* = 8. OPC, *N* = 7, OBP, *N* = 8; 4 weeks, SSC, PαS, OPC, OBP, *N* = 8) or (**h**) *ChAT-Ires-Cre* mice (0 and 4 weeks, *N* = 4; 2 weeks, *N* = 5). **a**, **c**, **g**, **h** Each dot is a mouse. Data are mean of biological replicates ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ANOVA and Tukey’s multiple comparisons test.

### Cholinergic regulation of HSC quiescence

Since GFRα2 is required for the survival of cholinergic neurons^12,13^, we used *Gfra2*^*−/−*^ mice as a model to study the cholinergic regulation of HSCs. First, we analysed HSC proliferation separately in the endosteal or central BM of *Gfra2*^*−/−*^ mice and WT mice (Supplementary Fig. 2a). In agreement with a previous study^14^, BM lin^−^sca1^+^ckit^+^ (LSK) CD150^+^CD48^−^ HSCs were >5-fold more abundant in the central WT BM, which contained 7-fold more nucleated cells. However, the frequency of quiescent HSCs was 4-fold higher in the endosteal WT BM. Notably, *Gfra2*^*−/−*^ mice showed 5-fold-reduced frequency of quiescent HSCs in the endosteal BM, whereas HSC proliferation remained unchanged in the central BM (Fig. 2a, b). An identical result was obtained using a different marker combination (LSK Flt3^−^) to label HSCs (Fig. 2c).

**Fig. 2:**
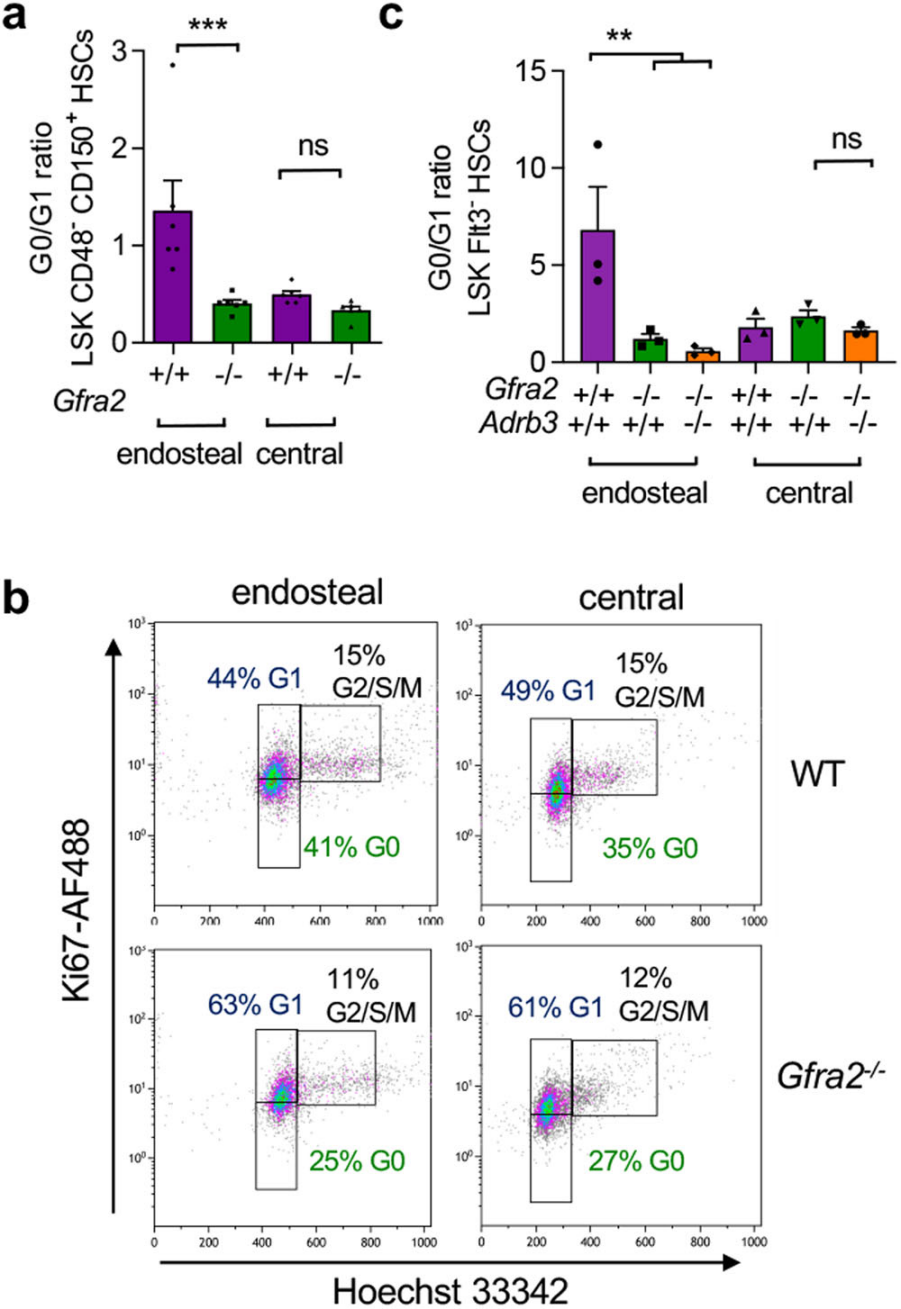
Cholinergic signals promote HSC quiescence in endosteal BM niches. **a** Ratio of quiescent HSCs (G0:G1 phases of the cell cycle) in the endosteal or central BM of *Gfra2*^*−/−*^ or WT mice (*N* = 6; *P* = 0.0006). **b** Representative flow cytometry diagrams showing ki67/Hoechst 33342 of lin^−^ sca1^+^ ckit^+^ (LSK) CD48^−^ CD150^+^ HSCs isolated from the endosteal or central BM of *Gfra2*^*−/−*^ mice or control *Gfra2*^*+/−*^ mice (*N* = 6). The frequencies of the gated populations are indicated. **c** Ratio of quiescent HSCs in the endosteal or central BM of *Gfra2*^*−/−*^, *Adrb3*^*−/−*^, compound *Gfra2*^*−/*^*;Adrb3*^*−/−*^ or WT mice (*N* = 3; *P* = 0.006). **a**, **c** Each dot is a mouse. Data are mean of biological replicates ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. ANOVA and Bonferroni’s multiple comparisons test.

We have previously shown that decreased parasympathetic activity in *Gfra2*^*−/−*^ mice derepresses sympathetic activity and causes abnormal BM egress of HSCs and leucocytes via sympathetic activation of the β_3_-adrenergic receptor^9^ (encoded by the *Adrb3* gene). To investigate the possible contribution of the noradrenergic system to decreased HSC quiescence in the endosteal BM of *Gfra2*^*−/−*^ mice, we intercrossed these mice with *Adrb3*^*−/−*^ mice. Unlike HSC mobilisation^9^, increased endosteal HSC proliferation was not the consequence of derepressed noradrenergic activity in *Gfra2*^*−/−*^ BM because it was not rescued in *Gfra2*^*−/−*^*Adrb3*^*−/−*^ compound mice (Fig. 2c). These results suggest that cholinergic signals inhibit HSC proliferation locally in the endosteal BM niche.

### Niche α7nAChR promotes HSC quiescence

GFRα2 has been shown to promote HSC self-renewal and ex vivo expansion through its co-receptor RET expressed in HSCs^15,16^, but its role during regenerative haematopoiesis is unclear. Furthermore, GFRα2 protein was detected on the membrane surface of some (<5%) mature haematopoietic cells but was not detectable in immunophenotypically defined HSCs (Supplementary Fig. 2b, c). To clearly dissect haematopoietic-cell-autonomous and HSC-extrinsic regulation in *Gfra2*^*−/−*^ mice, we generated chimeric mice through long-term transplantations of BM cells into lethally irradiated recipients. The decreased quiescence of endosteal HSCs in *Gfra2*^*−/−*^ mice (see Fig. 2c) was not observed in WT mice carrying *Gfra2*^*−/−*^ haematopoietic cells (Supplementary Fig. 2d, e), suggesting that HSC quiescence is extrinsically regulated by cholinergic signals through the microenvironment.

The chemokine CXCL12/SDF1α produced by non-haematopoietic niche cells regulates HSC quiescence^17,18^. We measured CXCL12 concentration in long-term BM chimeras using *Gfra2*^*−/−*^ or control *Gfra2*^*+/−*^ mice as donors or recipients to discriminate haematopoietic-cell-autonomous from niche regulation. In agreement with disrupted cholinergic regulation of the BM microenvironment in *Gfra2*^*−/−*^ mice, only *Gfra2*^*−/−*^ recipient mice (but not WT recipients of *Gfra2*^*−/−*^ donor haematopoietic cells) exhibited a 35% reduction in BM CXCL12 concentration (Fig. 3a).

**Fig. 3:**
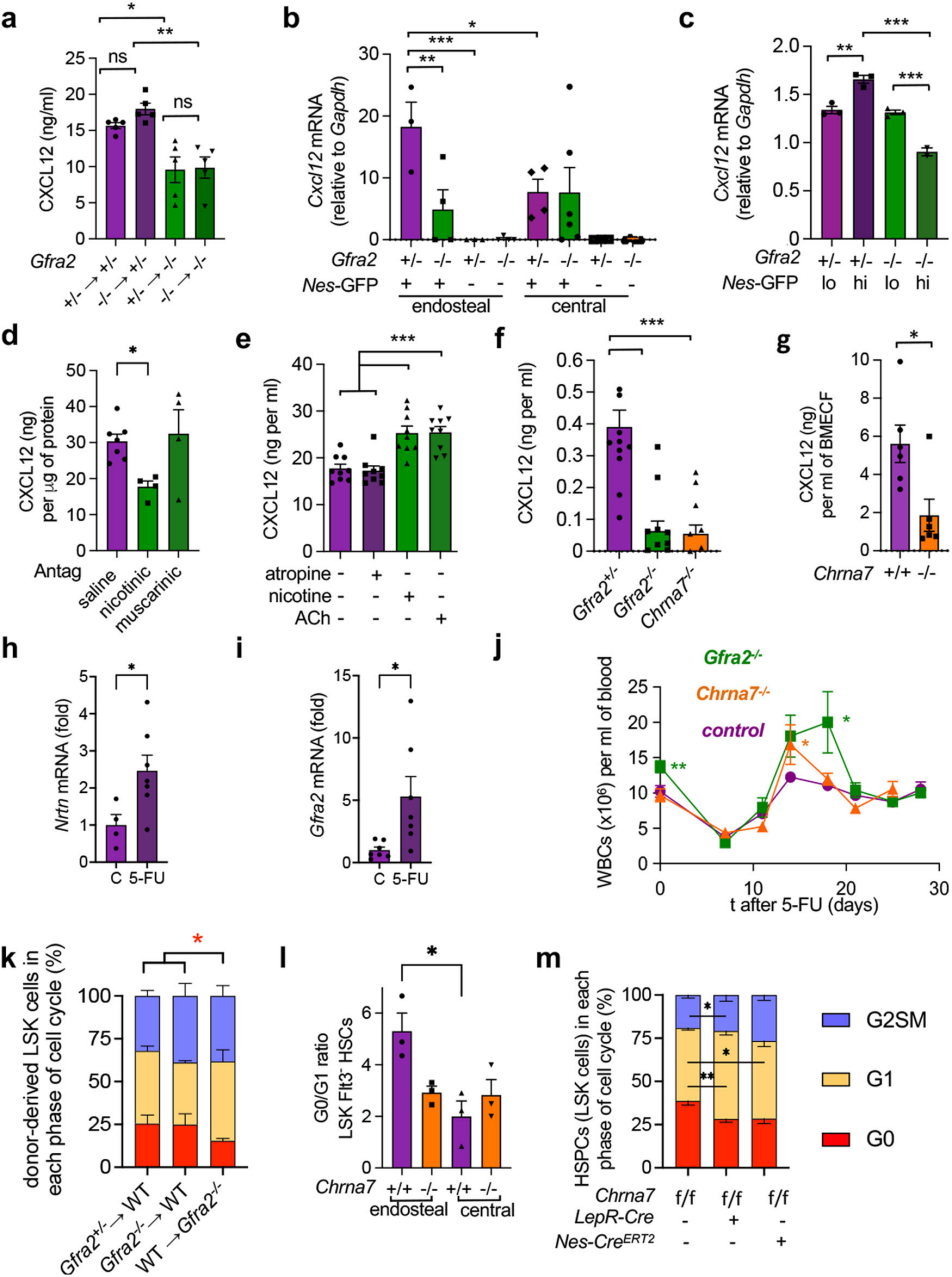
α7nAChR regulates CXCL12 and HSC quiescence in the endosteal BM niche. **a** CXCL12 concentration in BM supernatant of chimeric mice 16 weeks after transplantation (*N* = 5; *P* = 0.0003). **b** *Cxcl12* mRNA expression (qPCR) in endosteal and central BM *Nes*-GFP-positive (+) or negative (−) CD45^−^CD31^−^Ter119^−^ stromal cells from *Nes-gfp;Gfra2*^*−/−*^ mice or control *Nes-gfp;Gfra2*^*+/−*^ mice (*N* = 6; *P* = 0.005). **c** *Cxcl12* mRNA expression in BM stromal *Nes*-GFP^hi/lo^ cells (*N* = 3). **d** CXCL12 concentration in BM supernatant after in vivo treatment with cholinergic nicotinic or muscarinic antagonists, or saline (*N* = 7, 4, 4; *P* = 0.04). **e** CXCL12 secretion by MS-5 murine BM stromal cells treated for 24 h with nicotine, acetylcholine (ACh), the muscarinic antagonist atropine (10 µM) or vehicle (*N* = 9 technical replicates; *P* < 0.0001). **f** CXCL12 secretion in primary BM cultures from *Gfra2*^*−/−*^, *Chrna7*^*−/−*^ or control *Gfra2*^*+/−*^ mice (*N* = 12; *P* = 0.004). **g** CXCL12 concentration in BM supernatant of *Chrna7*^*−/−*^ or WT mice (*N* = 6; *P* = 0.01). **h**, **i** mRNA expression of (**h**, *N* = 4,5) Neurturin (*Nrtn*) and (**I**, *N* = 7) its receptor *Gfra2* in BM of WT mice 7 days after 5-fluororacil (5-FU) or control treatment. **j** Circulating white blood cells (WBCs) before and until 28 days after 5-FU treatment of *Gfra2*^*−/−*^ (*N* = 13), *Chrna7*^*−/−*^ (*N* = 7) or control mice (*N* = 21 pooled from all experiments). **k** Cell cycle profiles of endosteal BM HSPCs 4 weeks after transplantation (*Gfra2*^*+/−*^ → WT, *N* = 3; *Gfra2*^*−/−*^ → WT, *N* = 3; WT → *Gfra2*^*−/−*^, *N* = 4). **l** Ratio of quiescent HSCs in the endosteal or central BM of *Chrna7*^*−/−*^ or WT mice (*N* = 3, *P* = 0.02). **m** Cell cycle profiles of endosteal BM HSCs 4 weeks after transplantation into *LepR-Cre;Chrna7*^*f/f*^ mice (*N* = 6), *Nes-Cre*^*ERT2*^;*Chrna7*^*f/f*^ mice (*N* = 3) or control littermates (*N* = 10 pooled from two independent experiments). **a**–**i** and **l** Each dot is a mouse. Data are mean of biological replicates ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. **a**–**d** and **f** ANOVA and Bonferroni’s multiple comparisons test, **g**–**i** Unpaired two-tailed *t*-test, **e** and **k**–**m** ANOVA and Tukey’s multiple comparisons test.

CXCL12 is highly produced by HSC niche-forming BMSCs marked by the regulatory elements of Nestin (*Nes*)^19^. Therefore, we intercrossed *Gfra2*^*−/−*^ mice with *Nes-gfp* mice and isolated endosteal and central (see Supplementary Fig. 2a) BM CD45^−^Ter119^−^CD31^−^Nes-GFP^*+/−*^ cells to investigate their possible regulation by cholinergic signals. *Cxcl12* mRNA expression was 2.5-fold higher in endosteal (vs. central) *Nes*-GFP^+^ cells in control mice, but not in *Gfra2*^*−/−*^ mice. This was due to 3-fold-reduced *Cxcl12* mRNA expression in endosteal *Nes*-GFP^+^ cells from *Gfra2*^*−/−*^ mice (Fig. 3b). In *Gfra2*^*−/−*^ mice, *Cxcl12* expression was specifically deregulated in *Nes*-GFP^hi^ cells (Fig. 3c), which reside in the endosteal BM^9^ and promote HSC quiescence^20^.

To further investigate how cholinergic signals regulate CXCL12, we treated WT mice with cholinergic antagonists selective for nicotinic or muscarinic receptors. Only the nicotinic antagonists decreased BM CXCL12 content by 40% (Fig. 3d), suggesting that cholinergic signals are transduced by nicotinic receptors in the BM microenvironment. Therefore, we treated different BM stromal cells with acetylcholine or nicotine (Supplementary Fig. 3a). CXCL12 production was highest in MS-5 cells (resembling nestin^+^ BMSCs) and was equally induced by ACh and nicotine, but was not affected by the muscarinic receptor antagonist atropine (Fig. 3e; Supplementary Fig. 3b). These results are consistent with more abundant expression of nicotinic receptors than muscarinic receptors in *Nes*-GFP^+^ BMSCs^19^. Among nicotinic receptors, mRNA expression of α_7_ (*Chrna7*) was high in *Nes*-GFP^+^ cells (Supplementary Fig. 3c)^19^. Moreover, CXCL12 secretion was 5-fold lower in primary BM cultures from *Gfra2*^*−/−*^ mice or *Chrna7*^*−/−*^ mice (Fig. 3f), suggesting that cholinergic signals regulate BM CXCL12 expression through the α_7_ nicotinic ACh receptor (α7nAChR). Supporting this possibility, CXCL12 was 3-fold lower in the BM extracellular fluid from *Chrna7*^*−/−*^ mice (Fig. 3g). Together, these results suggest that cholinergic signals induce CXCL12 expression via α7nAChR in niche cells.

### Preserved HSC quiescence after chemotherapy

Since CXCL12 is essential to preserve HSC quiescence^17,18^, we asked whether its regulation by cholinergic signals might affect HSC quiescence and activation during emergency haematopoiesis. 5-Fluorouracil (5-FU) is commonly used to treat cancer since it triggers apoptosis of proliferative cells but spares quiescent cells^21^. BM *Gfra2* and its ligand neurturin (*Nrtn*) mRNA expression increased 7 days after 5-FU (Fig. 3h, i), resembling the NRTN-GFRα2 induction after BMT. *Gfra2*^*−/−*^ mice and *Chrna7*^*−/−*^ mice exhibited a decreased ability to regulate haematopoietic recovery and fine-tune immune responses acutely after 5-FU (14–18d); in contrast, haematopoiesis normalised in these mice after 20d, when stress haematopoiesis reverted to homeostasis (Fig. 3j), underscoring the role of cholinergic signals during stress haematopoiesis.

To confirm that cholinergic niche regulation is required to preserve HSC quiescence under proliferative stress, *Gfra2*^*−/−*^ or control donor/recipient mice were transplanted with 500 endosteal HSCs and 10^5^ congenic BM helper cells; 4 weeks after transplantation, HSC quiescence was compromised only in the cholinergic-neural-deficient endosteal BM (Fig. 3k and Supplementary Fig. 4). Furthermore, reduced CXCL12 in *Chrna7*^*−/−*^ BM (Fig. 3f, g) correlated with reduced endosteal HSC quiescence in *Chrna7*^*−/−*^ BM (Fig. 3l), phenocopying *Gfra2*^*−/−*^ mice (Fig. 2c). Importantly, α7nAChR deletion in Leptin-receptor-Cre-targeted HSC niche cells^22^, which overlap with *Nes*-GFP^+^ BMSCs^23,24^, or in *Nes-Cre*^*ERT2*^ targeted HSC niche cells, similarly increased endosteal (not central) BM HSC proliferation (Fig. 3m and Supplementary Fig. 5). These results suggest that ACh limits HSC proliferation by inducing CXCL12 expression in endosteal BMSCs via α7nAChR.

### HSCs cycling in cholinergic-deficient niche

To evaluate the functional consequences of decreased HSC quiescence in the cholinergic-neural-deficient niche, we performed HSC long-term competitive repopulation assays using *Gfra2*^*−/−*^ or control mice as donors or recipients. Consistent with increased WT HSC proliferation in cholinergic-deficient niches and with its normalisation in WT niches (see Fig. 3k), multilineage haematopoietic reconstitution from *Gfra2*^*−/−*^ HSCs was unchanged, and that from WT HSCs remained high, 4–16 weeks after transplantation into *Gfra2*^*−/−*^ mice (Fig. 4 and Supplementary Fig. 6). This was opposite to, and not explained by, the competitive disadvantage of CD45.1^+^ (compared with CD45.2^+^) cells^25^ (Fig. 4, blue lines).

**Fig. 4:**
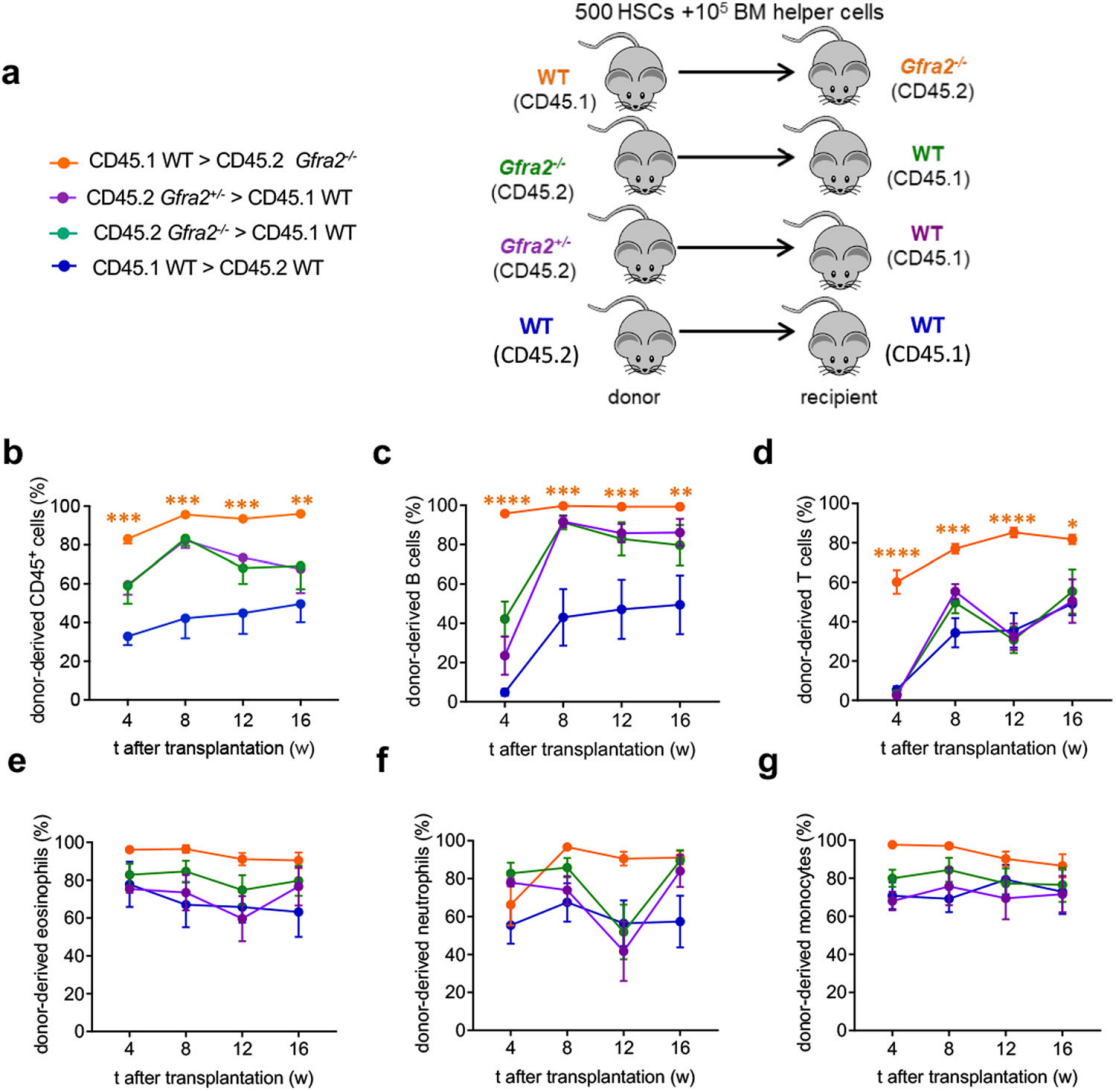
Cholinergic-deficient niche compromises HSC quiescence, leading to increased reconstitution of primary recipients. **a** Scheme illustrating competitive HSC transplantation in primary recipients. 500 endosteal LSK CD48^−^ CD150^+^ HSCs and 10^5^ BM helper cells were i.v. injected into lethally irradiated congenic mice of indicated genotype. **b**–**g** Donor-derived haematopoietic chimerism (**b**), B cells (**c**), T cells (**d**), eosinophils (**e**), neutrophils (**f**) and monocytes (**g**) at specified time following primary transplantation of HSCs from donors and recipients of specified genotypes (*Gfra2*^*+/−*^ > CD45.1, *N* = 5; *Gfra2*^*−/−*^ > CD45.1, *N* = 6; CD45.1 > *Gfra2*^*−/−*^, *N* = 4; CD45.1 > *Gfra2*^*+/+*^, *N* = 4). Data are mean of biological replicates ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. ANOVA and Tukey’s multiple comparisons test.

### Reduced HSC self-renewal in cholinergic-deficient niche

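HSCs for RNA-Seq were sorted as LSK CD48-CD150+ cells, in pools of 30, from endosteal or central BM of WT mice and of Gfra2-/- mice, which lack the receptor GFRα2. Libraries were made with the Smart-seq2 protocol, which copies polyadenylated RNA into cDNA and amplifies it by PCR without molecular identifiers, so several reads can come from 1 starting molecule. The authors aligned single-end reads to the mouse genome GRCm38 with GSNAP and counted the reads on each gene with htseq-count, without regard to strand. They deposited these counts per gene without normalization, together with the counts of 92 spike-in RNAs. The lists of libraries in Supplementary Data 1 and 2 name 4 endosteal and 4 central WT libraries, 4 endosteal Gfra2-/- libraries and 3 central Gfra2-/- libraries, and these 15 libraries were used. The legend of Fig. 5 gives 4 biological replicates, the methods give 3 sequenced replicates per condition, and the sample labels give 4 libraries per group. A further column of counts, which those lists do not name, was not used here. The libraries of a group are lettered here in the order in which the table lists them, since its columns carry no replicate numbers. Gfra2 (ENSMUSG00000022103) lies on chromosome 14 of GRCm38 from 70890120 to 70979838. It had 0, 0, 0 and 1 counts in endosteal WT libraries A to D and 0, 0, 4 and 0 counts in central WT libraries A to D. In endosteal libraries A to D of the Gfra2-/- genotype it had 2, 47, 1 and 9 counts, and in the 3 central ones 0, 1 and 0 counts. A loss of Gfra2 from so few counts in WT HSCs was not detectable at this depth, and the counts of endosteal libraries B and D go against their label, so the libraries of this genotype are called libraries labelled Gfra2-/-. Between 4416648 and 14003634 reads were counted on genes in the endosteal WT libraries (median 11233937) and between 826487 and 3367289 in the central WT libraries (median 2124596). The endosteal libraries labelled Gfra2-/- had 8519094 to 18550008 such reads (median 13099824), and the central ones 7649803 to 14716308 (median 10079744). Every central WT library was shallower than every other library.

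**Figure D1:**
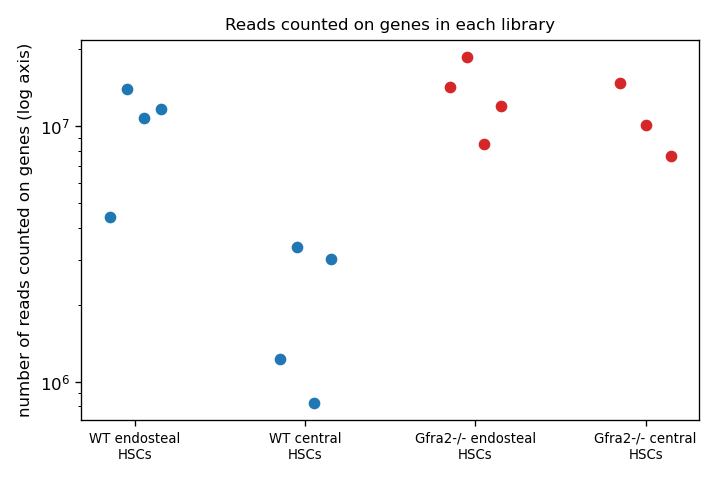
Reads counted on genes in each of the 15 libraries (vertical axis, number of reads on a log axis) by compartment and genotype, with 1 point per library. The 4 central WT libraries lie between 826487 and 3367289 reads, under the smallest of the other libraries at 4416648.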

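Genes with low counts were removed for each comparison with edgeR's filterByExpr, and the others were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and a 10% FDR. Between endosteal and central WT HSCs, 0 of 11181 genes passed this threshold, and 882 had an unadjusted p-value under 0.05. DESeq2's Wald test moved this count most, to 607 genes, of which 312 were higher in endosteal HSCs. Between endosteal and central HSCs in libraries labelled Gfra2-/-, a label that 2 endosteal libraries go against, 0 of 13860 genes passed with edgeR and 664 had an unadjusted p-value under 0.05, and DESeq2 gave 395 genes, 213 of them higher in endosteal HSCs. In endosteal HSCs, edgeR gave 0 of 12970 genes between the genotypes, with 868 genes at an unadjusted p-value under 0.05, and DESeq2 gave 531. In central HSCs, 6 of 11772 genes passed with edgeR, 2 higher and 4 lower in libraries labelled Gfra2-/-, against 730 genes with DESeq2. The calnexin gene Canx (chromosome 11, 50293961 to 50325673) had 491 ± 23.7 CPM (counts scaled to the TMM-normalized total of the library; SD, n = 3) in these libraries and 1443 ± 227 (SD, n = 4) in central WT libraries, a log2 fold change of -1.58 (standard error 0.23, FDR = 0.0590 from edgeR). Of the mitochondrial genes, mt-Nd2 had a log2 fold change of -2.22 (standard error 0.32) and mt-Nd6 one of -1.91 (standard error 0.28), both at an FDR of 0.0590, and mt-Co1 one of 1.47 (standard error 0.23, FDR = 0.0871 from edgeR). Reads of mitochondrial genes can also match copies in the nuclear genome, so these values are uncertain. In endosteal against central WT HSCs, mt-Nd2, mt-Nd6 and mt-Co1 changed in the same directions, by -1.58, -1.38 and 1.27. All central WT libraries were shallower than the others, so this comparison cannot tell genotype from depth or another property of those libraries. CT010467.1, an rRNA gene on chromosome 17 from 39846353 to 39848827, had a log2 fold change of 1.06 (standard error 0.13, FDR = 0.0549 from edgeR). It overlaps Gm42418 on the opposite strand, so the counts cannot separate the pair. In each of these 5 genes the groups did not overlap (exact two-sided permutation test, p = 0.0286, the smallest that 3 libraries against 4 allow). Genes past the threshold were named only where this held, so the separation adds no support. Spike-in size factors moved the median log2 fold change of all genes in this comparison to 1.91. The log2 fold changes of mt-Nd2, mt-Nd6 and Canx then changed sign, to 0.24, 0.42 and 0.31, which are 1.67, 1.49 and 1.60 below that median. The difference between the genotypes in the endosteal against central comparison was tested as an interaction over all 15 libraries: 0 of 15416 genes passed with edgeR, 1074 had an unadjusted p-value under 0.05, and DESeq2 gave 243 genes.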

To determine whether decreased HSC quiescence in *Gfra2*^*−/−*^ mice compromises the HSC self-renewing programme, we compared the gene expression profiles (RNA-Seq) of endosteal and central HSCs isolated from WT mice and *Gfra2*^*−/−*^ mice. 

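Gene sets were tested in the ranking of genes by the signal-to-noise ratio of their normalized counts, with a weighted statistic and 1000 gene-set permutations, and a positive normalized enrichment score (NES) means higher in endosteal WT HSCs. The cytosolic ribosomal protein genes had an NES of -2.04 (FDR = 0.00644), with 83 of 87 genes tested. Of these, 51 were lower and 32 higher in endosteal WT HSCs, with a median log2 fold change of -0.26. No member passed a 10% FDR over all genes tested (0 genes), 13 passed when adjusted over this list alone, and 21 had an unadjusted p-value under 0.05 from edgeR. Ranking by the log10 of the normalized counts moved the NES most, to -0.71. The camera test of limma, which allows for correlation between genes, gave an FDR of 0.840 for this set. With spike-in size factors, the median of all genes rose to 1.72, and that of the ribosomal protein genes minus that of all genes was -0.22. The share of counts on these genes was 3.21% ± 0.323 (SD, n = 4) in endosteal and 3.55% ± 0.224 (SD, n = 4) in central WT HSCs, a difference within the spread of the libraries (exact two-sided permutation test, p = 0.143). In the 3 libraries per group with a higher share of spike-in reads, the values were 3.20% ± 0.393 and 3.64% ± 0.166 (SD, n = 3); the low spike-in batch has 1 library per group, at 3.27% and 3.28%, too few for a test. In mean log2 CPM the tested members differed by less than the spread of the libraries, with 6.79 ± 0.156 in endosteal and 6.78 ± 0.110 in central WT HSCs (SD, n = 4 each; exact two-sided permutation test, p = 0.971), and its difference was -0.03 in the libraries with more spike-in reads and 0.10 in the single pair with fewer. Among the members with the smallest p-values, Rplp1 (chromosome 9, 61913284 to 61914542) had a log2 fold change of -1.21 (standard error 0.26, FDR = 0.272 from edgeR) and Rplp2 one of -1.31 (standard error 0.29, FDR = 0.302 from edgeR), while Rpl4 was higher in endosteal HSCs at 0.78 (standard error 0.17). With spike-in size factors, Rplp1 and Rplp2 changed sign, to 0.59 and 0.67, which are 1.14 and 1.05 below the median of all genes. Ribosomal protein genes have processed pseudogenes that can share their reads, so single genes are uncertain.

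**Figure D2:**
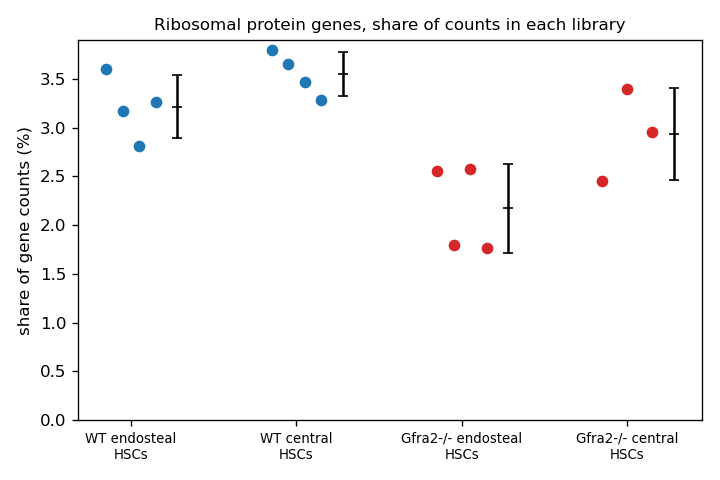
Share of counts on cytosolic ribosomal protein genes (vertical axis, percent) by compartment and genotype, with 1 point per library and the mean ± SD of each group. The 4 endosteal WT libraries lie between 2.82% and 3.60% and the 4 central WT libraries between 3.28% and 3.79%.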

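Respiratory electron transport, a Reactome set that includes genes of the mitochondrial genome, had an NES of -1.71 in endosteal against central WT HSCs (FDR = 0.0739, 75 of 77 genes tested), with 40 members lower and 35 higher in endosteal HSCs. Its NES was past the threshold in only 2 of the 8 fits that each left out 1 library, and the mean log2 CPM of its members differed less than the libraries did (7.01 ± 0.175 against 6.92 ± 0.108, SD, n = 4 each; exact two-sided permutation test, p = 0.457). By batch, this difference was 0.07 in the libraries with more spike-in reads and 0.15 in the single pair with fewer. Among its members, mt-Nd2 had a log2 fold change of -1.58 (standard error 0.27) and mt-Nd6 one of -1.38 (standard error 0.34), and mt-Co1 changed the other way, by 1.27 (standard error 0.23). Their FDRs from edgeR were 0.142, 0.343 and 0.161, and with spike-in size factors mt-Nd2 and mt-Nd6 changed sign, to 0.34 and 0.52, still 1.38 and 1.20 below the median of all genes. Mitochondrial translation, a set of nuclear genes, had an NES of 1.60 (FDR = 0.516), with 61 of 85 members higher in endosteal WT HSCs. The mean log2 CPM of its members was 5.43 ± 0.176 in endosteal and 4.79 ± 0.186 in central WT HSCs (SD, n = 4 each; exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow), a difference of 0.62 in the libraries with more spike-in reads and 0.68 in the pair with fewer. The median log2 fold change of its members was 0.35. Between the genotypes in central HSCs the mean was 5.24 in libraries labelled Gfra2-/- and 4.84 in WT libraries (exact two-sided permutation test, p = 0.0286). There the NES was -0.73 and the median log2 fold change 0.08, so against the shallow central WT libraries this mean may follow depth. With counts thinned to the smallest library, the NES of this set was 1.61 (FDR = 0.428). With the unweighted statistic this set had an NES of 2.32 and an FDR of 0.0864. Laminin interactions had an NES of -0.86 (FDR = 0.825), with 8 of 30 genes tested and 0 of them at an unadjusted p-value under 0.05. Gfra1 (ENSMUSG00000025089, chromosome 19, 58235604 to 58455909) had 0 counts in the 4 endosteal WT libraries and 1, 0, 0 and 0 counts in the central ones, too few for a test at this depth. A list of genes for GFRα1-related pathways was not used here.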

Notably, gene set enrichment analysis (GSEA) showed that central (compared with endosteal) BM WT HSCs exhibited increased ribosomal, mitochondrial and GFRα1-related pathways (Fig. 5a, Supplementary Fig. 7a–d and Supplementary Data 1), suggesting a higher activation and different response to GFR signalling. Furthermore, the expression of target genes of the GFRα1/2 co-receptor RET, which promotes HSC self-renewal and expansion^15,16^, was reduced in HSCs from *Gfra2*^*−/−*^ mice (Fig. 5b). In contrast, myc-related glycolysis and Notch1-dependent pathways, which regulate HSC maintenance^26,27^ and GFRα1/2-dependent, but RET-independent, maintenance of cardiac progenitors^28^, were enriched in endosteal (compared with central) WT HSCs (Supplementary Fig. 7e, f). Similarly, neurite outgrowth-related pathways and interleukin-6 (IL-6)-dependent transcription were reduced in HSCs from *Gfra2*^*−/−*^ mice (Supplementary Fig. 7g, h). In contrast, targets co-activated by Notch1 and Myc^29^ were enriched in endosteal (compared with central) HSCs from WT, but not in *Gfra2*^*−/−*^ mice (Fig. 5c and Supplementary Data 2). 

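In place of the paper's list, 21 genes that respond to RET signalling were compiled by hand from general knowledge, so its members can differ from those behind Fig. 5b. In central HSCs, 15 of them were tested, and the set had an NES of -1.60 (FDR = 0.120) in libraries labelled Gfra2-/- against WT libraries, where a negative value means lower in libraries labelled Gfra2-/-. Of the 15 genes, 11 were lower and 4 higher, with a median log2 fold change of -0.73. With the unweighted statistic the set passed a 10% FDR (NES -2.18, FDR = 0.0273). With counts thinned to the smallest library it had an NES of -1.09 (FDR = 0.607), and it passed in 0 of the 7 fits that each left out 1 library (NES from -1.66 to -1.09). Adjusted over all genes or over this list alone, 0 of its members passed, and 1 had an unadjusted p-value under 0.05. The mean log2 CPM of the tested members was 4.08 ± 0.309 (SD, n = 3) in libraries labelled Gfra2-/- and 4.60 ± 0.429 (SD, n = 4) in WT libraries (exact two-sided permutation test, p = 0.143), a difference that the spread of the libraries covers. This difference was -0.68 in the libraries with more spike-in reads and -0.04 in the single pair with fewer. Spred2 (chromosome 11, 19924375 to 20024026) had 7.11 ± 2.34 CPM (SD, n = 3) in libraries labelled Gfra2-/- and 40.6 ± 22.8 (SD, n = 4) in WT libraries, a log2 fold change of -2.53 (standard error 0.97, FDR = 0.482 from edgeR). Etv5 had a log2 fold change of -2.66 (standard error 1.26, FDR = 0.585 from edgeR), and Egr1 one of 2.77 (standard error 1.32, FDR = 0.586 from edgeR). With spike-in size factors, which raise all genes in this comparison, Spred2 and Etv5 changed sign, to 0.46 and 1.27, which are 1.45 and 0.65 below the median of all genes. In endosteal HSCs the set had an NES of -0.73 (FDR = 0.954), with 7 of 14 tested members lower in libraries labelled Gfra2-/-, of which 2 carry Gfra2 counts that go against the label. Between endosteal and central WT HSCs, 11 of 14 tested members were lower in endosteal HSCs (NES -1.26, FDR = 0.424). The shallow central WT libraries may therefore account for the central result. The difference between the genotypes in the endosteal against central comparison had an FDR of 0.997 by camera (unadjusted p = 0.0201 from limma). Ret (ENSMUSG00000030110) itself had 3, 0, 0 and 0 counts in central WT libraries and 0, 0 and 0 counts in central libraries labelled Gfra2-/-, and its change was not detectable at this depth.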

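The Reactome set of glycolysis had an NES of 1.13 (FDR = 0.607) in endosteal against central WT HSCs, with 20 of 31 genes tested, 10 of them higher and 10 lower in endosteal HSCs. With only genes of at least 10 counts in every library, its direction changed (NES -0.75). The mean log2 CPM of its members was 5.42 ± 0.185 in endosteal and 5.18 ± 0.333 in central HSCs (SD, n = 4 each; exact two-sided permutation test, p = 0.286), and this difference was 0.34 in the libraries with more spike-in reads and -0.06 in the single pair with fewer. A hand list of 22 glycolysis genes, compiled from general knowledge, had an NES of 1.43 (FDR = 0.478, 19 genes tested). Its mean was 6.25 ± 0.209 against 5.76 ± 0.0405 (SD, n = 4 each, exact two-sided permutation test, p = 0.0286), with differences of 0.48 and 0.51 in the batches with more and fewer spike-in reads. In central HSCs, over the 21 genes tested there, the mean was 6.14 in libraries labelled Gfra2-/- and 5.37 in WT libraries (exact two-sided permutation test, p = 0.0286). Against the shallow central WT libraries the mean of this hand list may therefore follow depth. Of the Reactome members, Pfkl (chromosome 10, 77986947 to 78010083) had a log2 fold change of 0.91 (standard error 0.42, FDR = 0.626 from edgeR) and Hk2 one of -1.94 (standard error 0.68, FDR = 0.508 from edgeR). Gapdh had 16, 121, 177 and 160 counts in endosteal and 0, 9, 1 and 4 counts in central WT libraries; its many pseudogenes can share its reads, so its value is uncertain. Signaling by NOTCH1 had an NES of -1.26 (FDR = 0.426), with 29 of 47 tested members lower in endosteal HSCs. Its mean was 5.44 ± 0.129 in endosteal and 5.45 ± 0.324 in central HSCs (SD, n = 4 each; exact two-sided permutation test, p = 1), and the difference was 0.09 and -0.32 in the same batches. Notch1 (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663) had 16.2 ± 13.8 CPM in endosteal and 27.4 ± 41.8 in central HSCs (SD, n = 4 each), a log2 fold change of -0.81 (standard error 1.17, FDR = 0.902 from edgeR) that rests on central library D, with 267 of its reads, and that became 0.29 with spike-in size factors, 1.43 below the median of all genes. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) had 139 ± 18.5 CPM in endosteal and 68.5 ± 53.9 in central HSCs (SD, n = 4 each), a log2 fold change of 1.01 (standard error 0.60, FDR = 0.694 from edgeR; exact two-sided permutation test, p = 0.0571).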

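The Reactome set of NCAM signaling for neurite out-growth had an NES of -1.90 (FDR = 0.0166) in central HSCs of libraries labelled Gfra2-/- against WT libraries, with 31 genes tested, 21 lower and 10 higher. This set lost the threshold when genes were ranked by the log10 of the normalized counts (FDR = 0.442), with the unweighted statistic (FDR = 0.248) and by camera (FDR = 0.890). The mean log2 CPM of its members was 5.35 ± 0.275 (SD, n = 3) against 5.60 ± 0.258 (SD, n = 4) in WT libraries (exact two-sided permutation test, p = 0.286), a difference of -0.23 in the libraries with more spike-in reads and -0.33 in the single pair with fewer. Adjusted over all genes, 0 members passed, and 2 passed when adjusted over the set alone. Grb2 (chromosome 11, 115644045 to 115708597) had 94.7 ± 11.8 CPM (SD, n = 3) against 256 ± 69.7 (SD, n = 4), a log2 fold change of -1.46 (standard error 0.39, FDR = 0.318 from edgeR), and Mapk3 one of -1.93 (standard error 0.54, FDR = 0.318 from edgeR). With spike-in size factors, both changed sign with the shift of all genes, to 0.41 and 0.056, which are 1.51 and 1.86 below the median of all genes. In endosteal HSCs the set had an NES of -1.48 (FDR = 0.285), again with 21 of 31 members lower in libraries labelled Gfra2-/-, 2 of which go against the label. There the mean was 5.15 ± 0.156 against 5.42 ± 0.0492 (SD, n = 4 each, exact two-sided permutation test, p = 0.0286), a difference of -0.27 and -0.25 in the same batches. NCAM signaling was lower in endosteal than in central WT HSCs too (NES -1.70, FDR = 0.0775). The central comparison therefore cannot tell the genotype from the shallow central WT libraries. Against these, 74 of 863 sets passed as lower and 1 as higher. For transcription that depends on IL-6, 21 STAT3 and IL-6 target genes were compiled by hand from general knowledge. In central HSCs this list had an NES of -1.69 (FDR = 0.0776), with 13 of 19 tested genes lower. It also lost the threshold with log10 values (FDR = 0.413), with the unweighted statistic (FDR = 0.264) and by camera (FDR = 0.890). Its mean was 4.71 ± 0.255 (SD, n = 3) against 5.13 ± 0.465 (SD, n = 4, exact two-sided permutation test, p = 0.286). The difference was -0.55 in the libraries with more spike-in reads and 0.02 in the single pair with fewer. That pair has 1 library per group, so it cannot show whether the difference held there. Stat3 had a log2 fold change of -0.92 (standard error 0.33, FDR = 0.453 from edgeR), Pim1 one of -1.61 (standard error 0.58, FDR = 0.443 from edgeR) and Irf1 one of -1.09 (standard error 0.46), and with spike-in size factors these became 1.17, 0.76 and 0.16, which are 0.75, 1.15 and 1.76 below the median of all genes. In endosteal HSCs the list had an NES of -1.02 (FDR = 0.664), with 7 of 16 tested genes lower and Irf1 higher in libraries labelled Gfra2-/-, by 1.41 (standard error 0.48, FDR = 0.737 from edgeR). The list was lower in endosteal than in central WT HSCs too (NES -1.81, FDR = 0.0409), so the shallow central WT libraries may account for the central result.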

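The paper's list of targets of Notch1 and Myc was not used here; 27 such genes were compiled by hand from general knowledge. In endosteal against central WT HSCs, 18 of them were tested, with an NES of 0.73 (FDR = 0.945), 8 higher and 10 lower in endosteal HSCs. The direction changed with the unweighted statistic (NES -1.03) and with log10 values (NES -0.63). Their mean log2 CPM was 5.93 ± 0.150 in endosteal and 5.88 ± 0.276 in central HSCs (SD, n = 4 each; exact two-sided permutation test, p = 0.83), and the difference was 0.11 in the libraries with more spike-in reads and -0.14 in the single pair with fewer. Cad (chromosome 5, 31054780 to 31078479) had 184 ± 50.3 CPM in endosteal and 84.9 ± 40.5 in central WT HSCs (SD, n = 4 each), a log2 fold change of 1.10 (standard error 0.44, FDR = 0.586 from edgeR). Cdk4 had a log2 fold change of 0.94 (standard error 0.39, FDR = 0.594 from edgeR) and Ccnd1 one of -1.66 (standard error 0.81, FDR = 0.633 from edgeR), which became 0.75 with spike-in size factors, 0.97 below the median of all genes. In libraries labelled Gfra2-/-, a label that 2 endosteal libraries go against, 20 of the genes were tested, with an NES of -0.77 (FDR = 1), 7 higher and 13 lower in endosteal HSCs. Their mean was 5.25 ± 0.159 (SD, n = 4) in endosteal and 5.51 ± 0.119 (SD, n = 3) in central HSCs (exact two-sided permutation test, p = 0.0857), a difference of -0.19 and -0.40 in the same batches. In these libraries Myc had 249 ± 64.2 CPM (SD, n = 4) in endosteal and 146 ± 53.2 (SD, n = 3) in central HSCs, a log2 fold change of 0.78 (standard error 0.34, FDR = 0.999 from edgeR; exact two-sided permutation test, p = 0.0286). Cad had a log2 fold change of -1.07 (standard error 0.56, FDR = 0.999 from edgeR). Whether the list changed differently in the 2 genotypes was tested as an interaction with camera, which gave an FDR of 0.997 (unadjusted p = 0.381 from limma).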

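For the proliferation-associated Reactome sets of Fig. 5d, 9 sets were tested: mitotic prometaphase, M phase, DNA replication, cell cycle, mitotic cell cycle, mitotic G1-G1/S phases, cell cycle checkpoints, G1/S transition and M/G1 transition. M phase stands in for the mitotic M-M/G1 set of the figure, and their members can differ. In endosteal against central WT HSCs, 0 of the 9 sets passed a 10% FDR in the endosteal direction. Of all 850 sets tested there, 0 passed in this direction and 54 in the other, so this count does not set the 9 apart. At an unadjusted p-value under 0.05 from the gene-set permutations, 2 of the 9 were higher in endosteal HSCs, among them G1/S transition (NES 1.51, FDR = 0.485), and 1 was lower. In libraries labelled Gfra2-/-, a label that the Gfra2 counts of 2 endosteal libraries go against, 2 of the 9 passed, among 10 sets of 894 that passed in this direction, and all 9 were higher in endosteal HSCs at an unadjusted p-value under 0.05. Between the genotypes in endosteal HSCs, 0 of the 9 passed in either direction and 0 had an unadjusted p-value under 0.05. In central HSCs, 2 of the 9 passed as lower in libraries labelled Gfra2-/-, mitotic prometaphase (NES -2.01, FDR = 0.00605) and M phase (NES -1.68, FDR = 0.0822), and 4 were lower at an unadjusted p-value under 0.05. The count of 2 within libraries labelled Gfra2-/- moved most, to 9 sets, in the fit without central library C, and it was 0 with genes of at least 10 counts in every library. Within libraries labelled Gfra2-/-, mitotic prometaphase had an NES of 2.00 (FDR = 0.0423), with 70 of 97 tested members higher in endosteal HSCs and a median log2 fold change of 0.46. The mean log2 CPM of these members was 5.29 ± 0.555 (SD, n = 4) in endosteal and 4.83 ± 0.252 (SD, n = 3) in central HSCs (exact two-sided permutation test, p = 0.286), a difference within the spread of the libraries. The difference was 0.71 in the libraries with more spike-in reads and -0.17 in the single pair with fewer, which cannot show whether it held there. M phase had an NES of 1.83 (FDR = 0.0968), with 141 of 218 tested members higher in endosteal HSCs, and differences of 0.45 and -0.17 in the same batches. The other 7 sets had NES from 1.42 to 1.74 and FDRs from 0.144 to 0.264. Over the 9 sets, the members with the smallest p-values were Psmd4 (chromosome 3, 95032694 to 95042614) with 169 ± 23.5 CPM (SD, n = 4) in endosteal and 75.1 ± 15.7 (SD, n = 3) in central HSCs, a log2 fold change of 1.17 (standard error 0.29, FDR = 0.879 from edgeR), Rad9a with one of 2.49 (standard error 0.66, FDR = 0.896 from edgeR) and Psmc5 with one of 1.25 (standard error 0.34, FDR = 0.896 from edgeR). The difference between the genotypes had an FDR of 0.997 in each of the 9 sets by limma's camera test of the interaction.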

Matching cell cycle, GSEA revealed an abnormal upregulation of proliferation-associated gene sets in HSCs from endosteal *Gfra2*^*−/−*^ BM. Similarly, mRNA levels of genes that are highly expressed in mobilized HSCs^30^ were increased in the endosteal HSCs from *Gfra2*^*−/−*^ mice. In contrast, gene signatures associated with the most primitive long-term- (LT)-HSCs^30^ and the HSC-fingerprint^31^ were decreased in endosteal HSCs, compared with HSCs from central *Gfra2*^*−/−*^ BM (Fig. 5d, Supplementary Fig. 7i–n and Supplementary Data 1–2).

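For the LT-HSC signature, 36 genes were compiled by hand from general knowledge in place of the paper's list, and the HSC fingerprint was not analysed here. In libraries labelled Gfra2-/-, of which endosteal libraries B and D go against the label, the list had an NES of -2.27 (FDR = 5.80e-05) in endosteal against central HSCs, with 24 of 36 genes lower and 12 higher in endosteal HSCs and a median log2 fold change of -0.38. Its direction held in all 7 fits that each left out 1 library, with an NES from -2.18 to -1.87, past the threshold in each. It lost the threshold with log10 values (NES -1.52, FDR = 0.262) and by camera (FDR = 0.795). The mean log2 CPM of the list was 6.29 ± 0.243 (SD, n = 4) in endosteal and 6.85 ± 0.133 (SD, n = 3) in central HSCs (exact two-sided permutation test, p = 0.0571). This difference was -0.68 in the libraries with more spike-in reads and -0.26 in the single pair with fewer. Adjusted over all genes, 0 members passed a 10% FDR, 1 passed when adjusted over the list alone, and 5 had an unadjusted p-value under 0.05 from edgeR. Mllt3 (ENSMUSG00000028496, chromosome 4, 87769925 to 88033364) had 245 ± 32.9 CPM (SD, n = 4) in endosteal and 486 ± 17.5 (SD, n = 3) in central HSCs, a log2 fold change of -0.99 (standard error 0.21, FDR = 0.805 from edgeR). Runx1t1 had a log2 fold change of -3.13 (standard error 0.96, FDR = 0.896 from edgeR) and Sult1a1 one of -1.76 (standard error 0.72, FDR = 0.999 from edgeR). In WT HSCs the list had an NES of -1.06 (FDR = 0.640), with 18 of 35 tested genes lower in endosteal HSCs, and the interaction with genotype had an FDR of 0.997 by camera (unadjusted p = 0.221 from limma). The paper sets these lower signatures against the proliferation-associated sets and the genes of mobilized HSCs, and in the title of Fig. 5 it states that the quiescence and self-renewing programme is reduced in endosteal HSCs of these mice.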

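Supplementary Data 1 holds the paper's 558 calls between endosteal and central WT HSCs, of which 3 are spike-in RNAs, 1 is the count of reads that were not aligned and 554 are genes. Of the paper's 554 genes, 288 are higher in endosteal and 266 higher in central HSCs. After edgeR's filter 390 of them were tested: all 390 changed in the direction the paper lists, 368 had an unadjusted p-value under 0.05 and 0 passed a 10% FDR, while 550 of the 554 passed with DESeq2. In 353 of these genes (63.7%) the 4 endosteal and 4 central libraries did not overlap, where chance gives 2.86% of genes; this list is the paper's own choice on these data. Psmd6 (ENSMUSG00000021737, chromosome 14, 14112174 to 14120984) had 162 ± 44.0 CPM in endosteal and 25.6 ± 4.57 in central WT HSCs (SD, n = 4 each), a log2 fold change of 2.64 (standard error 0.47, FDR = 0.142 from edgeR). Gm42418 had one of -2.85 (standard error 0.41, FDR = 0.117 from edgeR), which its overlap with CT010467.1 leaves uncertain. Ahr had 0 counts in the 4 endosteal and 74, 33, 15 and 58 counts in the 4 central WT libraries. Supplementary Data 2 holds the paper's 320 calls between endosteal and central Gfra2-/- HSCs, 319 of them genes, with 168 higher in endosteal and 151 higher in central HSCs. Of these genes, 257 were tested by edgeR: all 257 changed in the listed direction, 255 had an unadjusted p-value under 0.05 and 0 passed a 10% FDR, while all 319 passed with DESeq2. In 256 of them (80.3%) the groups did not overlap, where chance gives 5.71%. Ado had 240 ± 146 CPM (SD, n = 4) in endosteal and 31.1 ± 13.1 (SD, n = 3) in central libraries labelled Gfra2-/-, a log2 fold change of 2.95 (standard error 0.56, FDR = 0.805 from edgeR). Rmdn3 had 15.9 ± 1.57 (SD, n = 4) against 62.6 ± 4.02 CPM (SD, n = 3), a log2 fold change of -1.98 (standard error 0.47, FDR = 0.805 from edgeR). Ptprf had 0, 1, 0 and 0 counts in endosteal and 521, 378 and 122 counts in central libraries labelled Gfra2-/-.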

**Fig. 5:**
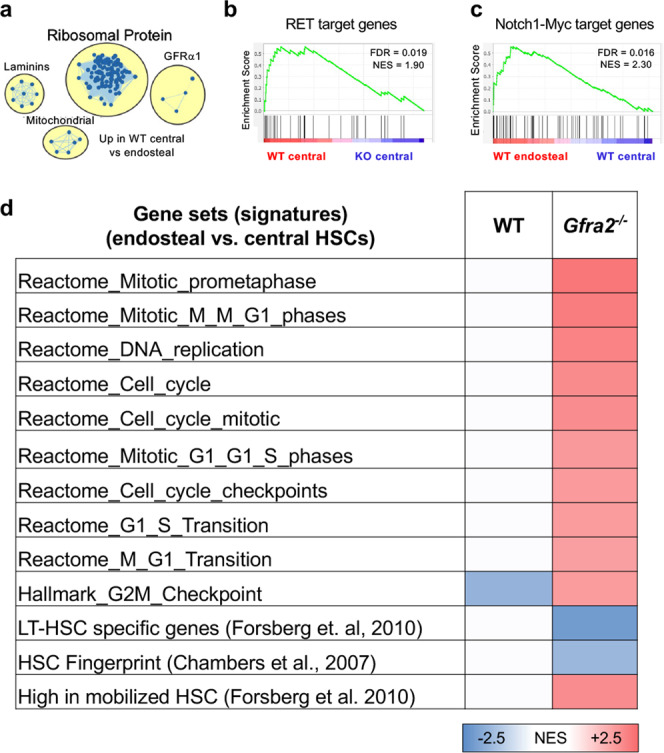
Reduced quiescence and self-renewing programme in endosteal HSCs from cholinergic-neural-deficient mice. Gene sets enrichment analysis (GSEA) comparing endosteal and central lin^−^CD48^−^sca1^+^ckit^+^CD150^+^ HSCs of WT mice and *Gfra2*^*−/−*^ mice (*N* = 4 biological replicates). **a** Enrichment map showing upregulated pathways in central (compared with endosteal) BM HSCs. **b** Downregulation of RET target genes in HSCs from *Gfra2*^*−/−*^ mice. **c** Enriched Notch1-Myc target gene expression in endosteal WT HSCs. **d** Datasets from the Reactome, Pathway Interaction Database and Hallmark database as well as published HSC datasets were used for comparison. The normalised enrichment score (NES) of significantly enriched datasets (False discovery rate (FDR) < 0.1) is depicted as heatmap. Red, blue, and white colours indicate upregulation, downregulation, and no change, respectively.

To investigate the impact of the cholinergic regulation of HSCs on their self-renewal ability, 500 donor-derived HSCs were isolated from the primary recipient mice and were retransplanted (together with congenic helper BM cells) into lethally irradiated secondary recipients of the same genetic background as the primary recipient mice (Fig. 6a). Contrasting their normal reconstitution capacity in primary recipients (see Fig. 4b–g) and consistent with their reduced self-renewing gene programme (see Fig. 5d), endosteal HSCs from *Gfra2*^*−/−*^ mice failed to reconstitute secondary recipients (Fig. 6b–g). Notably, WT HSCs continued to yield increased reconstitution shortly (4w) after secondary transplantation into *Gfra2*^*−/−*^ mice; however, by 8 weeks their reconstitution capacity dropped sharply as a sign of decreased self-renewal or premature exhaustion (Fig. 6b–g). Altogether, these results suggest that cholinergic signals preserve HSC quiescence and self-renewal in the endosteal BM niche under proliferative stress.

**Fig. 6:**
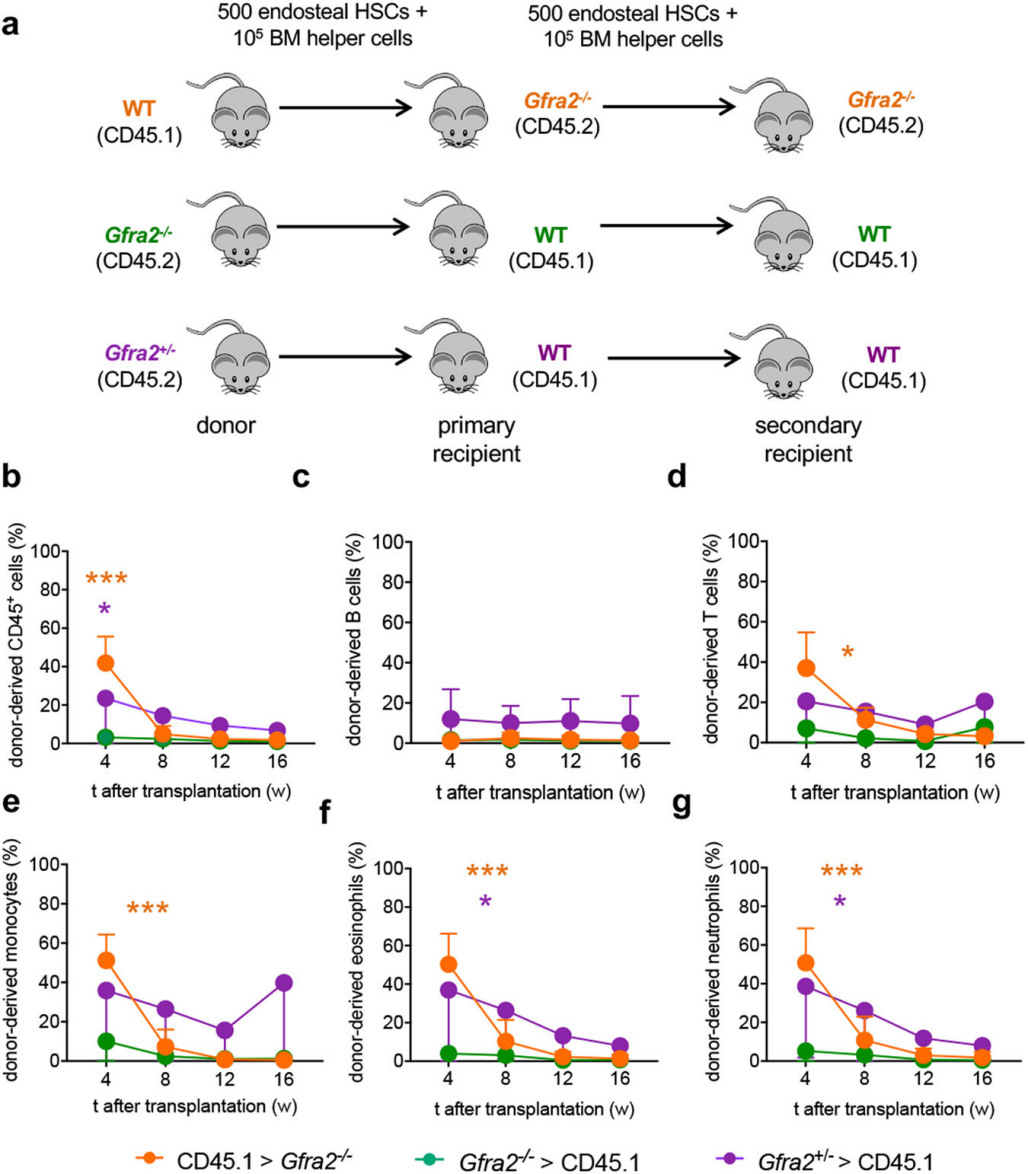
Reduced HSC self-renewal in a cholinergic-neural-deficient niche. **a** Scheme illustrating competitive serial HSC transplantations. 500 endosteal LSK CD48^−^ CD150^+^ HSCs isolated from primary recipients were i.v. injected together with 10^5^ BM helper cells into lethally irradiated secondary recipients of the same genotype as the primary recipient mice. **b**–**g** Donor-derived haematopoietic chimerism (**b**), B cells (**c**), T cells (**d**), monocytes (**e**), eosinophils (**f**) and neutrophils (**g**) and at specified time following secondary transplantation of mice with specified genotype (*Gfra2*^*+/−*^ > CD45.1, *N* = 3; *Gfra2*^*−/−*^ > CD45.1, *N* = 4; CD45.1 > *Gfra2*^*−/−*^, *N* = 4). Data are mean of biological replicates ± SEM. *P < 0.05, ***P < 0.001. ANOVA and Tukey’s multiple comparisons test.

### Nicotine impairs hematopoietic regeneration

Since the cholinergic HSC regulation is transduced by nicotinic receptors in the niche (Fig. 3d–m and Supplementary Fig. 5), to complement the loss-of-function models, we treated mice with nicotine, as gain-of-function. A 3-day nicotine treatment increased quiescent endosteal BM HSCs (Supplementary Fig. 8). Therefore, transplanted mice were treated with nicotine or vehicle over 7 weeks (Fig. 7a). Decreased blood multilineage reconstitution in nicotine-treated mice (Supplementary Fig. 9a–h) was explained by decreased donor-derived chimerism in peripheral blood, persisting 7 weeks after transplantation (Fig. 7b–d). This was likely caused by increased quiescence of transplanted HSCs (Fig. 7e and Supplementary Fig. 9i). As a complementary loss-of-function model, transplanted mice were treated with a nicotinic receptor antagonist (Fig. 8a). Nicotinic receptor blockade increased BM HSC proliferation after transplantation (Fig. 8b, c). These results suggest that nicotinic signalling reduces HSC proliferation and haematopoietic reconstitution after transplantation.

**Fig. 7:**
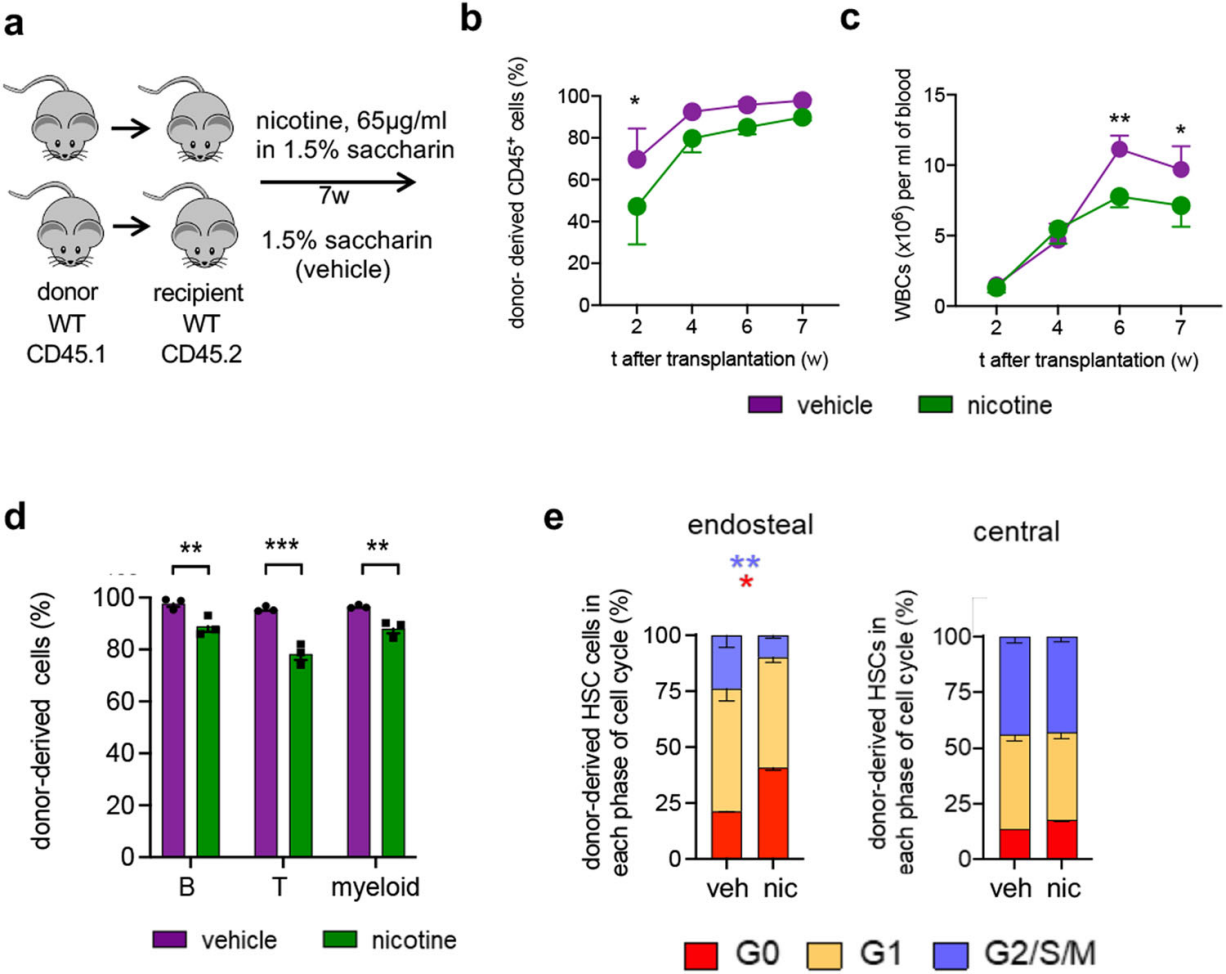
Nicotine induces HSC quiescence after transplantation. **a** Scheme illustrating experimental design. Irradiated WT CD45.2 recipients were transplanted with 2 × 10^6^ BM nucleated cells from CD45.1 mice and treated with 65 µg/ml nicotine or vehicle in their drinking water over 7 weeks. **b**, **c** Circulating donor-derived (CD45.1^+^) haematopoietic cells (**b**, *P* = 0.03) and white blood cells (**c**, *P* = 0.006,0.04) at specified time after transplantation (*N* = 3). **d** Donor-derived B cells (*P* = 0.007), T cells (*P* < 0.0001) and myeloid cells (*P* = 0.009) from mice treated with nicotine or vehicle at 7 weeks (*N* = 3). **e** Cell cycle profiles of donor-derived lin^-^sca1^+^ckit^+^ (LSK) CD34^-^flt3^-^ HSCs isolated from the endosteal or central BM 7 weeks after transplantation and chronic treatment with nicotine or vehicle (*N* = 3*;P* = 0.005,0.04). (**b**–**e**) Data are mean of biological replicates ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. (**b**–**e**) ANOVA and Sidak’s comparisons.

**Fig. 8:**
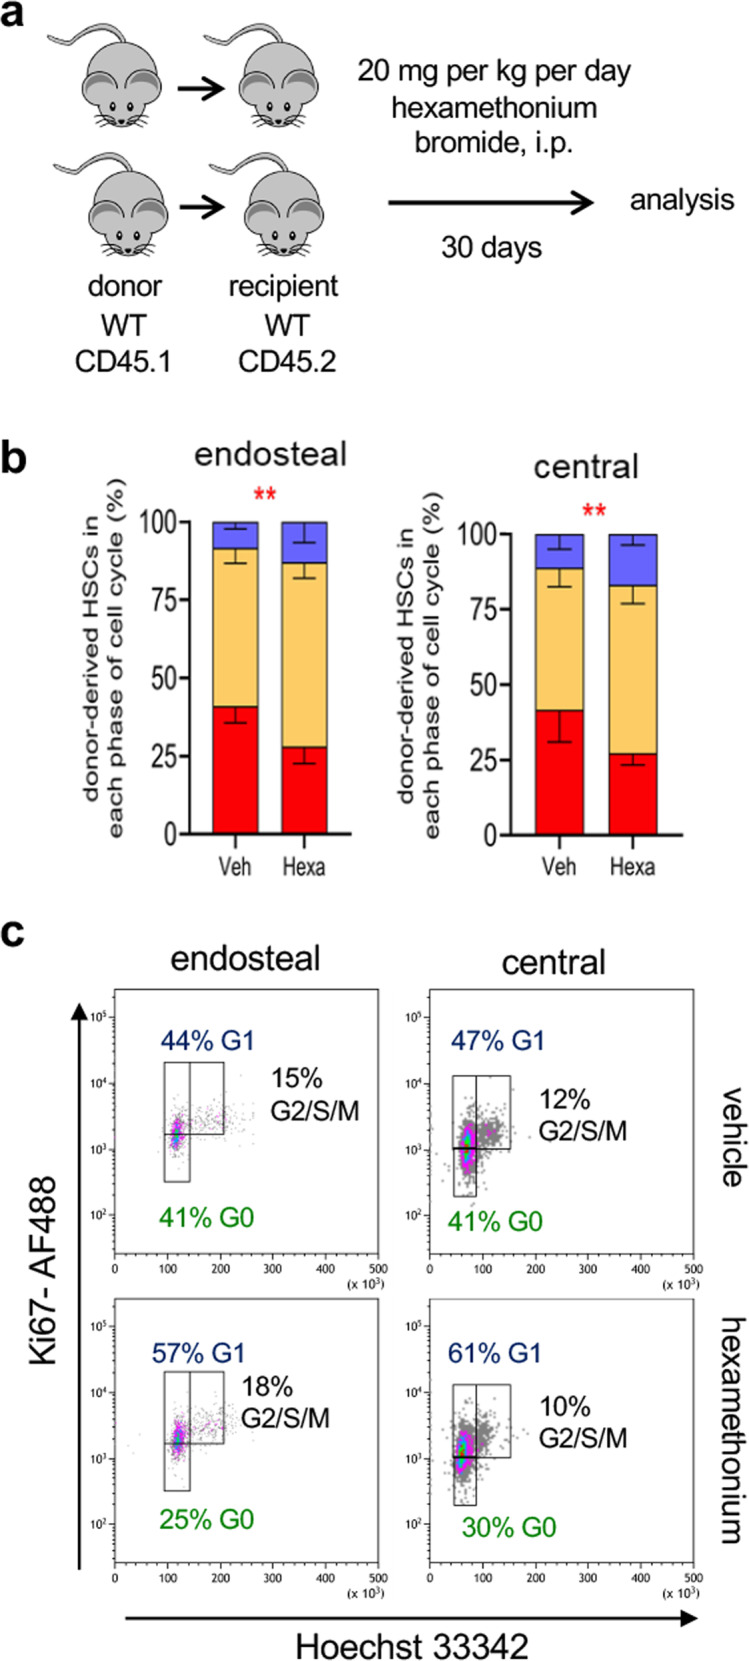
Nicotinic receptor blockade reduces HSC quiescence after transplantation. **a** Scheme illustrating the treatment of sub-lethally irradiated WT CD45.2 recipients of 2 × 10^6^ BM nucleated cells from CD45.1 mice, treated with Hexamethonium bromide (20 mg/kg/d over 30d, i.p.) or vehicle. **b** Cell cycle profiles of donor-derived (CD45.1^+^) lin^-^sca1^+^ckit^+^ (LSK) CD34^-^flt3^-^ HSCs isolated from the endosteal or central BM 30 days after transplantation and chronic treatment with hexamethonium bromide or vehicle (*N* = 5*;P* = 0.002,005). Data are mean of biological replicates ± SEM. **P < 0.01. ANOVA and Sidak’s comparisons. **c** Representative flow cytometry plots showing HSCs in different phases of the cell cycle. The frequencies of the gated populations are indicated.

### Smoking delays recovery after transplantation

To investigate the possible association of nicotinic signalling with human HSC proliferation after transplantation, we retrospectively analysed the platelet recovery of 248 patients following allogeneic HSC transplantation, taking into consideration their smoking history before transplantation (Supplementary Data 3). Multivariate analysis indicated that normalisation of platelet counts was significantly delayed in previous smokers (Fig. 9), independently of the type of donor (matched family vs. alternative donor) and the number of CD34^+^ cells infused, which also influenced platelet reconstitution kinetics, as expected^32,33^. Since increased transplant-related mortality has been noted in smokers treated for chronic myeloid leukaemia^34^, these results suggest that cholinergic nicotinic signalling might impact clinical haematopoietic recovery after transplantation.

**Fig. 9:**
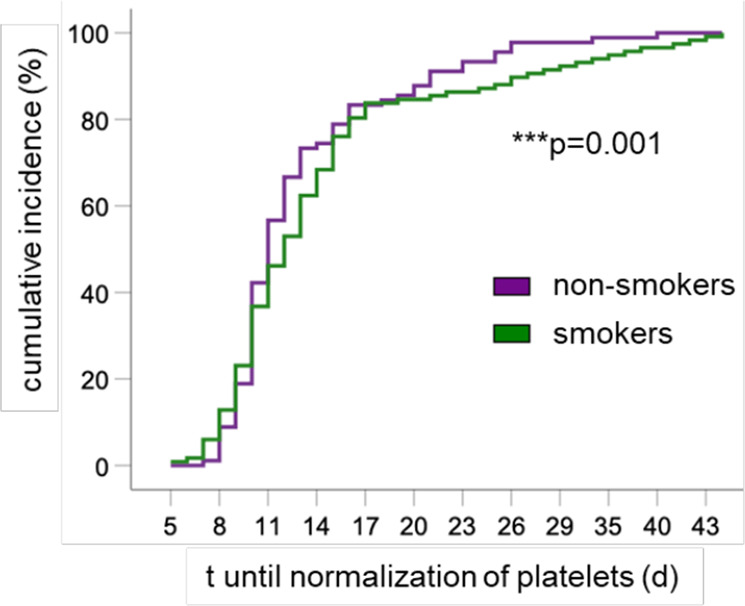
Smoking history is associated with delayed platelet normalisation after transplantation. Cumulative incidence of time (*t*) until normalisation of circulating platelets in patients undergoing allogeneic HSC transplantation, taking into account their smoking history (*N* = 248). Multivariate Cox Analysis included the type of donor (matched family vs. alternative donor) and the number of CD34^+^ cells infused as independent variables. Omnibus tests of model coefficients.

## Discussion

This study shows that cholinergic signals contribute to preserve HSC quiescence in endosteal BM niches. Cholinergic signalling increases in these niches upon haematopoietic stress (myeloablation, irradiation) and preserves HSC quiescence under proliferative stress, thereby helping protect HSCs from exhaustion.

Daily release of noradrenaline by sympathetic fibres innervating the BM activates the β_3_-adrenergic receptor and reduces CXCL12 expression, permitting HSC egress to the circulation^2^. Moreover, the SNS-β_3_-adrenergic-receptor-CXCL12 axis causes HSC mobilisation and correlates with HSC hyperproliferation under chronic stress^6^. However, preserving HSC quiescence under stress is critical to prevent HSC attrition, but the underlying mechanisms remain largely unknown^7,8^. Besides noradrenergic fibres, cholinergic nerve fibres have been found in periosteal regions and inside the BM during postnatal stages^35,36^, but their function had remained elusive. We recently demonstrated that dual cholinergic signals (acting centrally and peripherally) regulate HSC traffic between the BM and the bloodstream^9^, but whether cholinergic signals regulate HSC quiescence, which is essential to preserve HSC self-renewal, was unknown. Non-myelinating Schwann cells associated with peripheral nerves reduce HSC proliferation^37^, but it remained unclear whether and how different neurotransmitters released by these nerve fibres, and particularly acetylcholine (ACh), regulate HSC quiescence^11^.

The current study expands the cholinergic regulation of HSC and leucocyte traffic^9^ to the preservation of HSC quiescence and self-renewal under proliferative stress. The results suggest that the sympathetic nervous system (SNS) can simultaneously promote two opposing processes (stem cell activation/migration and induction of quiescence) through different neurotransmitters in separate BM niches. In this model, a stress-response system (SNS) could simultaneously trigger migration of activated stem cells in one niche (through noradrenaline), but at the same time protect the stem pool from exhaustion by promoting quiescence in another niche (through acetylcholine). This data illustrates a gatekeeper mechanism that can simultaneously trigger migration of activated stem cells in one niche, but at the same time protect the stem pool from exhaustion by promoting quiescence in another niche (Fig. 10).

**Fig. 10:**
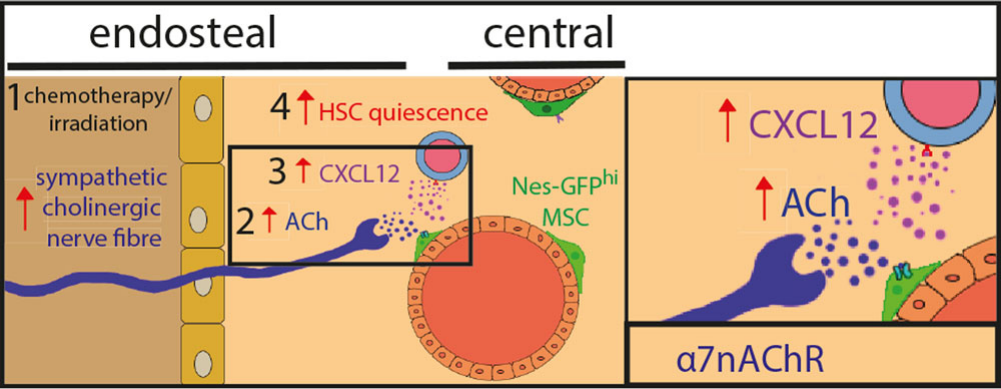
Sympathetic cholinergic fibres preserve HSC quiescence in endosteal BM niche. 1 Sympathetic cholinergic signals increase in the endosteal bone marrow after chemotherapy or irradiation. 2 Acetylcholine (ACh) is released by sympathetic fibres in the endosteal niche for haematopoietic stem cells (HSCs). 3 ACh activates α7 nicotinic ACh receptor (α7nAChR) and induces CXCL12 secretion by *Nes*-GFP^hi^ cells enriched in HSC niche-forming mesenchymal stem cells (MSCs). 4 Cholinergic-induced CXCL12 promotes HSC quiescence and self-renewal.

Importantly, the expression of *Gfra2* and its ligand *Nrtn*, and the presence of cholinergic (but not noradrenergic) fibres increases in the BM under haematopoietic stress induced by myeloablation with 5-FU or after irradiation. Therefore, increased cholinergic nicotinic signalling in endosteal BM niches preserves HSC quiescence during emergency haematopoiesis.

Three independent experimental paradigms of our study (acute myelosuppression in two independent cholinergic-deficient lines, *Gfra2*^*−/−*^ and *Chrna7*^*−/−*^ mice, and BM reconstitution following lethal irradiation) convey the same message—increased HSC proliferation when cholinergic signals are impaired in the BM niche. However, this decreased HSC quiescence is associated with reduced self-renewing gene programme and diminished self-renewal in serial HSC transplantations. Decreased HSC quiescence in *Gfra2*^*−/−*^ mice can be transiently reverted when the haematopoietic cells are transplanted in a WT microenvironment, although HSCs from *Gfra2*^*−/−*^ mice fail to reconstitute secondary recipients. Conversely, the *Gfra2*^*−/−*^ microenvironment decreases WT HSC quiescence and self-renewal in serial HSC transplantations. Altogether, these data points towards the cholinergic regulation of the HSC niche—rather than HSCs themselves—as a gatekeeper mechanism to protect HSC quiescence under stress.

The observed endosteal and central HSC distribution is in agreement with previous studies showing that the majority of HSCs are located in the perisinusoidal (central) niche^14,38^. However, consistently with our work, many studies highlight the presence of a smaller subset of HSCs associated with bone surfaces (endosteal niches), which were initially proposed to harbour quiescent HSCs^39–45^ that expand to regenerate the damaged BM^46,47^. Our results support these contentions and more recent descriptions of low-permeability blood vessels (including endosteal arterioles and capillaries named “transition zone vessels”) that serve as specialised niches for quiescent HSCs, whilst highly permeable sinusoids allow for HSC activation and trafficking^20,48–50^. We speculate that dynamic regulations in these two niches might regulate the reversible switch between dormant and activated HSCs based on physiological requirements (homoeostasis vs stress)^51,52^.

Our findings reveal *Nes*-GFP^+^ *LepR-Cre*-targeted BMSCs as a target for cholinergic HSC regulation in the endosteal BM niche. CXCL12 levels are reduced in Nes-GFP^hi^ cells associated with decreased HSC quiescence in the endosteal BM of cholinergic-neural-deficient mice. Since CXCL12 is essential to preserve HSC quiescence^17,18^ and our data shows that nicotine induces CXCL12 secretion by BM stromal cells, this appears to be one mechanism of cholinergic regulation of HSC quiescence through the niche. *Nes*-GFP^hi^ cells have been previously associated with HSC quiescence in arteriolar niches^20^ and this might also be the case for endosteal transition zone vessels^48^. It is possible that other stromal cells expressing cholinergic receptors, such as endothelial cells^53^ and monocytes/macrophages^54–56^, might be targeted by this cholinergic regulation. Therefore, future studies should elucidate the possible regulation of other HSC niche cells by cholinergic signals.

Previous studies have suggested the expression of cholinergic nicotinic receptors in HSPCs and their possible activation by nicotine^57^. Specifically, α7nAChR has been proposed to mark HSPCs with a prominent role during inflammatory responses^58^. We have shown that cholinergic signals activate α7nAChR and induce CXCL12 expression in endosteal BMSCs as one mechanism promoting HSC quiescence. Indeed, our results show that α7nAChR deletion in *LepR-Cre*-targeted SSC-enriched cells^22^, which overlap with *Nes*-GFP^+^ cells^23,24^, or in *Nes-Cre*^*ERT2*^- targeted HSC niche cells both increase endosteal (not central) BM HSC proliferation. Consequently, nicotine exposure increases endosteal HSC quiescence in vivo and impairs haematopoietic regeneration after HSC transplantation in mice. Our retrospective analysis of platelet recovery after clinical allogeneic HSC transplantation shows a significant delay in the normalisation of platelets in smokers, compared with non-smokers, independently of the stem cell dose and type of donor. Although other factors could contribute to delayed haematopoietic reconstitution in smokers, our data suggest that the cholinergic nicotinic signalling might affect clinical haematopoietic recovery after transplantation. These data are consistent with the reportedly inhibitory effects of nicotine during in vivo haematopoiesis^59^ and in vitro megakaryopoiesis^60^, and suggest that the cholinergic nicotinic signalling might affect clinical haematopoietic recovery after transplantation. Our data might relate to the increased transplant-related mortality previously noted in high-dose smokers who received HSC transplantation for the treatment of chronic myeloid leukaemia^34^.

In summary, these results suggest that the cholinergic nicotinic regulation of the endosteal HSC niche preserves HSC quiescence under haematopoietic proliferative stress. They also reveal how adult stem cells can be regulated by different signals from the autonomic nervous system to meet physiological demands at various sites and time, and to efficiently respond to stress without being exhausted.

## Methods

### Human study design

Patients provided written consent before transplant for the collection and analysis of anonymised data, which were maintained in the Hospital registry, in line with legal and regulatory requirements.

### Animals

Age and sex-matched *Gfra2*^*−/−REF*12^, *Nes*-*gfp*^61^ (generously provided by G.E. Enikolopov)*, FVB/N-Adrb3tm1Lowl/J* (Stock number 006402)*, B6;129* × *1-Nrtn*^*tm1Jmi*^*/J* (Stock number 012238), *B6.129S7-Chrna7*^*tm1Bay*^*/J* (Stock number 003232), *ChATBAC-eGFP* (Stock number 007902), *α7nAChRflox* (Stock number 026965), *B6.129(Cg)-Lepr*^*tm2(cre)Rck/J*^ (Stock number 008320), *Nes-cre*^*ERT2(REF*^ ^62^^*)*^ (generously provided by G. Fishell), B6.Cg-Commd10Tg(Vav1-icre)A2Kio/J (Stock number 008610) (Jackson Laboratories), and congenic CD45.1 and CD45.2 C57BL/6 J mice (Charles River) were used in this study. For genetic lineage tracing, *B6.Cg-Gt(ROSA)26Sor*^*tm14(CAG-tdTomato)Hze*^*/J* (*Ai14D*) reporter mice (Stock number 007908) were crossed with *B6.129S-Chat*^*tm1(cre)Lowl*^*/MwarJ* mice (*Chat-IRES-Cre*) (Stock number 031661) and *Wnt1-Cre2* (Stock number 022501) (Jackson Laboratories). Mice were housed in specific pathogen-free facilities. All experiments using mice followed protocols approved by the Animal Welfare Ethical Committees at the University of Cambridge (PPL 70/8406 and PPL P0242B783). All experiments were compliant with EU recommendations.

### Cell culture

MS-5 cells (DSMZ, ACC 441), a stromal cell line established by irradiation of adherent cells in long-term bone marrow cultures^63^, were grown in monolayers in α-MEM supplemented with 10% FBS, 2 mM l-glutamine and 2 mM sodium pyruvate (Invitrogen). ST-2 cells, another stromal cell line established from Whitlock-Witte type long-term bone marrow cultures^64^, were grown in RPMI 1640 medium containing 10% FBS. MC3T3-E1 cells, fibroblastic cell line established from the skull of an embryo/foetus C57BL/6 mouse^65^, were purchased from ATCC and grown in α-MEM medium supplemented with 10% FBS. MLO-Y4 cells, osteocyte cell line originally derived from the long bones of transgenic mice expressing SV40 large T-antigen oncogene under the control of osteocalcin promoter^66^, were kindly provided by Prof. Lynda Bonewald and seeded in collagen I pre-coated-6 well dishes and grown with α-MEM medium supplemented with 5% FBS and 5% iron-supplemented calf serum (Invitrogen). All cultures were maintained with 1% penicillin–streptomycin (Invitrogen) at 37 °C in a water-jacketed incubator with 5% CO_2_ and 1:5 split with 0.05% trypsin-EDTA (Invitrogen) every three or 4 days, when cells reached about 80% confluence. Routine tests confirmed the absence of mycoplasma contamination in the cultures.

### BM extraction, flow cytometry and fluorescence-activated cell sorting

For BM hematopoietic cell isolation, bones were crushed in a mortar and filtered through a 40-μm strainer to obtain single-cell suspensions. Tissues were depleted of red blood cells by commercial lysis (Biolegend, 420301) for 8 min at 4 °C. Blood samples were directly lysed.

Cells were incubated with the appropriate dilution (2–5 µg/ml) of fluorescent antibody conjugates and 4′,6-diamidino-2-phenylindole (DAPI, 1:2000) for dead cell exclusion, and analysed on LSRFortessa flow cytometer (BD Biosciences, Franklin Lakes, NJ) equipped with FACSDiva Software (BD Biosciences). The following antibodies were used: Rat Anti-Mouse CD45R/B220 (Clone RA3-6B2, BD Biosciences, 553088), Ckit (Clone 2B8, BioLegend, 105825), Biotin Mouse Lineage Panel (CD11b, Gr1, Ter119, B220, CD3e) (BD Biosciences, 559971), Human/Mouse GFR alpha-2/GDNF R alpha-2 Antibody (Bio-Techne, AF429), CD45.1 (Clone A20, Insight Biotechnology, 60-0453-U100), CD45.2 (Clone 104, BioLegend UK Ltd, 109823), Sca1 (Clone D7, Biolegend, 108114), Goat anti-rabbit AF488 (Thermo Fisher Scientific, A-11008), Sca1 PE Cy7 (Clone E13-161.7, BioLegend UK Ltd, 108113), CD34 (Clone HM34, BioLegend UK Ltd, 128603), CD150 (Clone TC15-12F12.2, BioLegend UK Ltd, 115909), CD48 (Clone HM48-1, BioLegend UK Ltd, 103439), CD41 (Clone MWReg30, BD Biosciences, 561850), CD49b (Clone HMa2, BD Biosciences, 558759), CD135 (Clone A2F10, BioLegend UK Ltd, 135307), Flt3 (Clone A2F10.1, BD Biosciences, 560718), Rabbit anti ki67 (Abcam, AB15580), CD31 (Clone MEC 13.3, BD Biosciences, 553371), Hoechst 33342 Solution (20 mM) (Thermo Fisher Scientific, 62249), Dylight 650 Donkey anti-rat (Thermo Fisher Scientific, SA5-10029), Ly-6G/Ly-6C (Gr1) (Clone HK1.4, Biolegend, 108411), CD11b (Clone M1/70, Biolegend, 101207), CD3e (Clone 145-2C11, Biolgend, 100349). Biotinylated antibodies were detected with fluorochrome-conjugated streptavidin (BD Biosciences, 554061). All antibodies were used at 1:200 except for biotinylated lineage antibody mix and rabbit anti ki67 at 1:100, cells incubated in 300 ul for staining.

We isolated HSPCs from bone-associated and non-associated marrow fractions as previously described^41^. Briefly, long bones were flushed gently to obtain hematopoietic cells less tightly associated with the bone and the flushed-bones were then crushed in a mortar to obtain hematopoietic cells of the endosteal compartment. Cells were stained with the above-detailed antibodies and analysed by flow cytometry or sorted (FACS Aria cell sorter, BD Bioscience). HSCs were immunophenotypically defined as lin^−^ CD48^−^ sca-1^+^ c-kit^+^ CD150^+^ cells.

To isolate nestin^+^ cells, bones were cleaned off surrounding tissue, crushed in a mortar with a pestle, and digested with collagenase (catalogue number C2674, Sigma; 0.25% collagenase in PBS supplemented with 20% foetal bovine serum) in water bath at 37 °C for 30 min with agitation. Cells were filtered through a 40-μm strainer and erythrocytes were lysed as described above. The resulting BM-enriched cell suspensions were pelleted, washed and resuspended in PBS containing 2% FCS for further analyses. BM stromal CD45^−^ (30-F11) CD31^−^ (MEC 13.3) Ter119^−^ cells were further purified according to GFP fluorescence using an LSRFortessa flow cytometer (BD Biosciences) for immunophenotypic analysis, or a BD FACS Aria or BD Influx Sorter (BD Biosciences) for cell sorting.

To separate endosteal and non-endosteal nestin^+^ cells, we gently flushed the long bones as described above. We digested both the flushed fraction and the remaining bone samples with collagenase (catalogue number C2674, Sigma; 0.25% collagenase in PBS supplemented with 20% foetal bovine serum) in a water bath at 37 °C for 30 min with agitation.

Cell cycle analysis was performed through Hoescht 33342 (H42)/ PironinY (PY) staining as described^67^ or through Hoescht 33442 (H42)/ ki67. Briefly, for Hoescht 33342 (H42)/ PironinY (PY) staining, sorted lin^−^sca-1^+^c-kit^+^flt3^−^ cells were collected in α-MEM medium supplemented with 2% foetal calf serum and 10 mM Hepes. Cells were incubated with H42 (5 µg/ml) 35 min in α-MEM medium supplemented with 2% foetal calf serum, 10 mM Hepes and 50 µM verapamil at 37 °C. PY (1 µg/ml) was then added and cells were incubated for 20 min at 37 °C. Finally, cells were resuspended in a medium with 50 µM verapamil and analysed by flow cytometry. For Hoechst 33342(H42)/ki67 method, single cell suspensions were obtained and stained for cell surface markers and fixed Cytofix/Cytoperm (BD Biosciences, 554714) for 10 min at RT. Cells were then washed in Perm/Wash (BD Biosciences, 554714) and resuspended in ki67 (Abcam, AB15580, 1:100) for a minimum of 45 mins at 4 °C or overnight. Cells were washed and resuspended in goat anti-rabbit AF488 (Thermo Fisher Scientific, A-11008) at 1:200 for 20 mins on ice and subsequently in Hoechst at 1:2000 for 5 mins at 4 °C. A final wash was carried out and cells were resuspended in 300 μl Perm/Wash for analysis.

### Long-term competitive repopulation assay

To assess endosteal HSCs, 500 sorted HSCs (Lin^−^Sca1^+^cKit^+^CD48^−^CD150^+^) from *Gfra2*^*−/−*^, *Gfra2*^*+/−*^ (CD45.2) or congenic CD45.1 mice isolated from crushed flushed-bones as donor cells together with either 105 CD45.1^+^ or CD45.2^+^ competitor bone marrow nucleated cells. In secondary transplantations, 500 sorted HSCs (Lin^−^Sca1^+^cKit^+^CD48^−^CD150^+^) isolated from crushed flushed-bones from the primary recipients were sorted and used as donor cells along with either 10^5^ CD45.1^+^ or CD45.2^+^ competitor bone marrow nucleated cells. All recipient mice were split dose irradiated with 12 Gy. Hematopoietic reconstitution was assessed in the peripheral blood of recipient mice several times after transplantation by measuring blood CD45.2 or CD45.1 chimerism in the different mature hematopoietic lineages: B cells (B220^+^), T cells (CD3^+^), monocytes (CD11b^+^ Gr1^−^), eosinophils (CD11b^+^ Gr1^low^) and neutrophils (CD11b^+^ Gr1^high^).

### Choline acetyltransferase^+^ cell detection

To assess which cell populations express choline acetyltransferase (ChAT) under steady state and after stress, transplantations were performed. To assess the stromal ChAT^+^ cells, *ChAT-GFP* and *ChAT-IRES-Cre;Ai14D* (CD45.2) recipient mice were split dose irradiated with 12 Gy and transplanted with 2 million CD45.1 bone marrow nucleated cells. Mice were culled at 0, 2 weeks and 4 weeks post-transplantation and the following stromal populations were analysed: CD45^−^TER119^−^CD31^−^PDGFRα^+^Sca1^−^ skeletal stem cells (SSCs), CD45^−^TER119^−^CD31^−^PDGFRα^+^Sca1^+^ (PαS) cells^68^, CD45^−^TER119^−^CD31^−^PDGFRα^−^CD51^+^Sca1^+^ bone-lining osteoprogenitors (OPCs) and CD45^−^TER119^−^CD31^−^PDGFRα^−^CD51^+^Sca1^−^ osteoblast precursors, OBPs^69–71^.

### In vivo treatments

Haematopoietic recovery in mice was assayed administering a single dose of 5-FU (150 mg/kg, i.p., diluted in PBS), and bleeding mice for the first time before the 5-FU injection and then every 3–4 days for haematological analysis.

To measure GFRα2^+^ or TH^+^ fibres following irradiation, 10^6^ bone marrow nucleated cells from CD45.1 were used as donor cells in *Wnt1-Cre2/tdTomato* (CD45.2) recipient mice. All recipient mice were split dose irradiated with 9.5 Gy.

To assess the role of Chrnα7 signalling in stromal cells, *Chrnα7-floxed*;*LepR-Cre* (CD45.2) recipient mice were split dose irradiated with 12 Gy and transplanted with 2 million CD45.1 bone marrow nucleated cells. Mice were culled at 4 weeks post-transplantation and cell cycle status was analysed.

To generate recipients to assess the role of Chrnα7 signalling in stromal cells, *Chrnα7-floxed*;*Nes-CreERT2* (CD45.2) mice, pregnant dams were treated with 4 mg tamoxifen on days 1 and 3 via oral gavage. Induced recipients mice were split dose irradiated with 12 Gy and transplanted with 2 million CD45.1 bone marrow nucleated cells. Mice were culled at 4 weeks post-transplantation and cell cycle status was analysed.

To assess the role of Chrnα7 signalling in HSCs, CD45.1 recipient mice were split dose irradiated with 12 Gy and transplanted with 2 million *Chrnα7-floxed;Vav-Cre* (CD45.2) bone marrow nucleated cells. Mice were culled at 4 weeks post-transplantation and cell cycle status was analysed.

For pharmacological cholinergic blockade experiments, mice were i.p injected with nicotinic antagonists (mecamylamine, 3 mg/kg; and hexamethonium, 20 mg/kg), muscarinic antagonists (scopolamine, 3 mg/kg; and methylatropine nitrate, 3 mg/kg) or vehicle at Zeitgeber time (ZT) 5 (5 h after light onset). Mice were culled and analysed at ZT13.

For the nicotinic agonist and antagonist experiments, CD45.2 C57BL/6 J mice were treated with 100 μg/ml nicotine (Sigma, N3876-5ML) in 1.5% saccharin (Sigma) via their drinking water. To assess in the transplantation setting, CD45.2 C57BL/6 J recipient mice were split dose irradiated with 9.5 Gy and transplanted with 2 million CD45.1 bone marrow nucleated cells. Mice were administered with 65ug/ml nicotine 24 h later via their drinking water for the remainder of the study, changed every 2–3 days. For the antagonist experiments, CD45.2 C57BL/6 J recipient mice were split dose irradiated with 12 Gy and transplanted with 2 million CD45.1 bone marrow nucleated cells. Mice were treated with 20 mg/kg/day Hexamethonium bromide (i.p.) daily for 30 days.

### Immunofluorescence

Immunofluorescence staining of cryostat sections was performed as previously described^72^. Briefly, tissues were permeabilized with 0.1% Triton X-100 (Sigma) for 10 min at RT and blocked with TNB buffer (0.1 M Tris–HCl, pH 7.5, 0.15 M NaCl, 0.5% blocking reagent, Perkin Elmer) for 1 h at RT. Primary antibody incubations were conducted overnight at 4 °C. Secondary antibody incubations were conducted for 2 h at RT. Repetitive washes were performed with PBS + 0.05% Triton X-100. Stained tissue sections were counterstained for 5 min with 5 μM DAPI and rinsed with PBS. Slides were mounted in Vectashield Hardset mounting medium (Vector Labs). *ChAT-Ires-Cre*-positive nerve fibre staining was performed on half-bones according to previous reports (Acar et al., 2015), whereby bones were longitudinally bisected using a cryostat, blocked O/N in staining buffer (5% donkey serum, 0.5% IgePal, 10% DMSO) supplemented with 1% BlokHen (Aves Labs, Cat. No. BH-1001) and stained with primary and secondary antibodies for 3 days in staining buffer with daily intervening washes in PBS at RT. We used the following primary antibodies: tyrosine hydroxylase (1:1000, rabbit polyclonal antibody, Millipore), Gfra2 (1:200, goat polyclonal antibody, R&D), Chicken anti-GFP (Aves Labs, Cat. No. GFP-1020), Rat anti-CD31 (1:100, BD Biosciences, Cat. No. 550274, Clone MEC 13.3), Rat anti-Endomucin (1:200, Santa Cruz, Cat. No. sc-65495, clone V.7C7) and anti-DsRed polyclonal antibody (Takara Cat. No. 632496). The following antibodies were used for secondary staining: Alexa Fluor 488 donkey anti-chicken (Jackson Immuno, Cat. No. 703-545-155), Alexa Fluor 647 Donkey anti-rat (Abcam, Cat. No. ab150155), Alexa Fluor 647 Donkey anti-goat and Alexa Fluor 647 Donkey anti-rabbit. Sections were scanned with Zeiss Axioscan Z1 slide scanning microscope. For all stainings, control and experimental samples were processed simultaneously and were blindly analysed using Zen lite software.

### ELISA

CXCL12 protein levels were measured by conventional ELISA. Briefly, 96-well plates were coated overnight at 4 °C with 2 µg/ml of monoclonal CXCL12/SDF-1 antibody (MAB350, R&D Systems). After blocking, BM extracellular fluids were incubated with the antibody for 2 h at room temperature, followed by addition of biotinylated anti-human and mouse CXCL12/SDF-1 antibody (BAF310, RD). Streptavidin-horseradish peroxidase conjugate (RPN1231V, Dako) was used to detect the signal, and the reaction was developed with horseradish peroxidase substrate (TMB, ES001-500ML, Chemicon, Millipore). Standard curve was performed with recombinant SDF-1 alpha (350-NS, R&D).

ELISA for norepinephrine/epinephrine (Bi-CAT ELISA ALPCO) was performed according to the manufacturers’ recommendations. Acetylcholinesterase measures were performed with Choline/Acetylcholine Assay Kit, Fluorometric protocol (Abcam, Cat. No. ab65345).

### RNA isolation, reverse transcription and quantitative real-time PCR (qPCR)

Total RNA extraction was performed with TRIzol (Invitrogen), followed by treatment with DNase to eliminate contaminating genomic DNA with RNase-free DNase Set (Qiagen) and RNA clean-up with RNeasy mini kit (Qiagen). Alternatively, for small cell numbers, RNA was isolated using the Dynabeads® mRNA DIRECT™ Micro Kit (Invitrogen). Reverse transcription was performed using the Reverse Transcription System (Promega), following the manufacturer’s recommendations. The expression level of each gene was determined by the relative standard curve method, using a standard curve prepared from serial dilutions of a mouse or human reference total RNA (Clontech). The expression level of each gene was calculated by interpolation from the standard curve. All values were normalised to *Gapdh* as the endogenous control. The sequence of oligonucleotides used for quantitative real-time RT-PCR are available in Supplementary Data 4.

### RNAseq sample preparation

Pools of 30 viable LSK CD48^−^CD150^+^ cells were sorted (BD Influx™ cell sorter) into 4 µl lysis buffer (0.5 U/µl SUPERase In RNase Inhibitor in 0.2 % (v/v) Triton X-100) containing 12.5 mM DTT and 2.5 mM dNTP. RNAseq was performed following Smart-seq2 protocol^73^. Briefly, RNA was primed with oligo-dT primers and reverse transcribed using Superscript II Reverse Transcriptase (200 U/μl, Thermo Fisher 18064071). KAPA HiFi Hotstart ReadyMix (KAPA Biosystems, KK2601) and IS PCR primers were used to amplify cDNA, after which cDNA was purified with Agencourt AMPure XP beads (Beckman Coulter, A63881). cDNA quality was checked with Agilent Bioanalyser 2100 using Agilent High Sensitivity DNA chip and quantity was measured with Quant-iT™ Picogreen double-stranded DNA assay kit (Thermo Fisher P7589). Pooled libraries of four replicates per sample were prepared using the Illumina Nextera XT DNA preparation kit. Amplified libraries were purified using Agencourt AMPure XP beads, quality-checked using Agilent high-sensitivity DNA chip on Agilent Bioanalyser 2100 and quantified using KAPA qPCR quantification kit (KAPA Biosystems, KK4824). Sequencing of three replicates per condition were performed on the Illumina Hi-Seq 4000 (single end, 50 bp read length) by the CRUK Cambridge Institute Genomics Core facility.

### Bioinformatic analysis of RNAseq

RNAseq reads were aligned to Mus musculus genome (Ensembl version 38.81) using GSNAP (version 2015-09-29) with parameters (-B 5 –t 24 –n 1 –Q –N 1). Reads in features were counted with htseq-count (HTSeq version 0.5.3p3) with the parameter (-s no). Quality control was performed with the following cut-offs: more than one and a half million uniquely mappable reads, <20% of reads mapping to mitochondrial genes over mitochondrial + nuclear genes and >8500 high coverage genes identified. 

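The deposited counts allow these cut-offs to be applied to the 15 libraries, with a gene of at least 10 counts taken as a high coverage gene, since the methods do not give the number of counts. With reads counted on genes, 13 libraries were past all the cut-offs. Central WT library A had 1230252 reads on genes and 8406 genes with at least 10 counts, and central WT library C had 826487 reads and 7461 such genes. With reads aligned once in place of reads on genes, central WT library C was under the read cut-off, at 1494725. The share of reads on mitochondrial genes was 6.39% to 8.24% in central WT libraries, 4.90% to 6.43% in endosteal WT libraries, 3.24% to 6.74% in endosteal and 4.97% to 7.21% in central libraries labelled Gfra2-/-. The share of reads that aligned was 45.7% ± 11.6 (SD, n = 4) in central WT libraries and 67.2% ± 3.93 (SD, n = 4) in endosteal WT libraries. Spike-in RNAs took a median of 4.72% of the counts in central WT libraries, 1.04% in endosteal WT libraries, 1.10% in endosteal and 0.764% in central libraries labelled Gfra2-/-. In 4 libraries, 1 of each group, this share was under 0.5%, and these form the low spike-in batch.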

Counts were normalized using size factors as calculated by DESeq2 using a 10% FDR, and then log10 transformed. Highly variable genes were selected using the method described by Brennecke et al. PCA was then performed in R using the prcomp function.

Gene set enrichment analyses were performed as described^74^ (http://www.broadinstitute.org/gsea/index.jsp), using a weighted statistic, ranking by signal to noise ratio, 1000 gene-set permutations, and a custom gene set database gene lists manually compiled from the literature.

GEO accession number—GSE94078

### Statistical analysis and reproducibility

We used similar response variables for the calculation of sample size. For each hypothesis, the total cell number and composition of the different cell populations was determined by flow cytometry, in peripheral blood (after each treatment) and in the bone marrow (at the end of the experiment). The compared groups were set similarly in all procedures. For each scenario, we established the number of conditions in which to test the hypothesis, and two groups were randomly assigned to each condition (control group and experimental group). Results were scored blindly. Data shown in figures are means ± SEM; *n* and *p*-values are indicated in every single figure. One-way ANOVA and Bonferroni comparison were used for multiple group comparisons, and unpaired two-tailed *t*-tests for two-group comparisons. The data met the assumptions of the tests. Significant statistical differences between groups were indicated as: *P < 0.05; **P < 0.01; ***P < 0.001. Statistical analyses and graphics were carried out with GraphPad Prism software and Microsoft Excel.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The RNAseq data generated in this study have been deposited in the GEO database under accession code GSE94078. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Cholinergic signals preserve haematopoietic stem cell quiescence during regenerative haematopoiesis
**Source:** Nat Commun. 2022 Jan 27;13:543. doi: 10.1038/s41467-022-28175-1
**Supplement:** Supplementary file 7 — Supplementary Data 4

**Supplementary Data 4.** The sequence of oligonucleotides used for quantitative real-time RT-PCR.

| Gene          | Forward                   | Reverse                  |
|---------------|---------------------------|--------------------------|
| <i>Cxcl12</i> | CGCCAAGGTCGTCGCCG         | TTGGCTCTGGCGATGTGGC      |
| <i>Nrtn</i>   | CAGCGGAGGCGCGTGCGCAGAGA   | TAGCGGCTGTGCACGTCCAGGAA  |
| <i>ChAT</i>   | GCCAGTGGAAGAATCGTCAT      | TTGTGCATGTGAGTGTGTGG     |
| <i>Gfra2</i>  | TTTAACATGATCTTGGCAAACG    | AGCGGAGGGTTTCGTCTAA      |
| <i>Chrna3</i> | ACTCCAAAAGCTGCAAGGAA      | CAGAGCAGACAGGGACAACA     |
| <i>Chrna4</i> | GCAGGGTCTCACAGGAAGAG      | ACAGGATTTGGCTCCATCAC     |
| <i>Chrna5</i> | CGCTCTTCTTCCACACACAA      | TCTCGTGATGTAGCGAATGC     |
| <i>Chrna7</i> | TTGTGCTGCGATATCACCAC      | TTCATGCGCAGAAACCATGC     |
| <i>Chrnb2</i> | GGGAAGATTATCGCCTCACA      | GTGCAGTTCTGCTGGTCAAA     |
| <i>Chrnb4</i> | GCTGAAGCTACGTCCACCTC      | GAAGCTGACGCCCTCTAATG     |
| <i>Chrm1</i>  | CAGAAGTGGTGATCAAGATGCCTAT | GAGCTTTTGGGAGGCTGCTT     |
| <i>Chrm2</i>  | TGGAGCACAACAAGATCCAGAAT   | CCCCTGAACGCAGTTTTCA      |
| <i>Chrm3</i>  | CCGCTCTACCTCTGTCCTTCA     | GGTGATCTGACTTCTGGTCTTGAG |
| <i>Chrm4</i>  | GTGACTGCCATCGAGATCGTAC    | CAAACTTTCGGGCCACATTG     |
| <i>Chrm5</i>  | GGCCCAGAGAGAACGGAAC       | TTCCCGTTGTTGAGGTGCTT     |
| <i>Gapdh</i>  | TGTGTCCGTCGTGGATCTGA      | CCTGCTTCACCACCTTCTTGA    |

How the deposited data were processed for this re-analysis (not part of the article)

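The RNA-Seq experiment covered HSCs sorted in pools of 30 from endosteal or central BM of WT and Gfra2-/- mice. The authors aligned the reads to GRCm38 with GSNAP, counted those on each gene with htseq-count without regard to strand, and deposited the counts of 46078 genes, 92 spike-in RNAs and 5 summary categories, without normalization or a filter on low values. The labels describe 16 samples, and 15 libraries were used: 4 endosteal and 4 central WT libraries, 4 endosteal Gfra2-/- libraries and the 3 central Gfra2-/- libraries that Supplementary Data 2 lists. The table has 1 column of per-sample values that was not mapped to a sample and was not used in any step. The Gfra2 counts of 2 endosteal libraries go against their label but cannot tell whether it is wrong, so the text speaks of libraries labelled Gfra2-/-.

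Gene symbols, positions and biotypes came from the GENCODE M21 annotation of GRCm38 (Ensembl release 96), which holds 45229 of the genes in the table; the authors used an earlier Ensembl release. Reactome sets for the mouse came from the fgsea package (version 1.28.0), through Entrez identifiers of 21885 genes. Ribosomal protein genes (87 genes) were taken by symbol. The lists of LT-HSC, RET-responsive, STAT3 and IL-6, Notch1 and Myc, and glycolysis genes, and the marker lists of other cell types, were compiled by hand from general knowledge, and they can differ from the lists the paper used. Genes of mobilized HSCs, the HSC fingerprint, the Hallmark G2M set of Fig. 5d and GFRα1-related pathways were not analysed here, since no list for them was at hand.

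Differential expression was tested with edgeR 4.0.16 (R 4.3.3): counts without spike-in and summary categories, only the libraries of the 2 groups compared, filterByExpr, TMM normalization, the quasi-likelihood test, Benjamini-Hochberg adjustment and an FDR of 0.1. The interaction between genotype and compartment was fitted over all 15 libraries. No paired fit was made, because the columns of the count table carry no replicate numbers. The paper used DESeq2, and version 1.42.0 was run as an alternative. Gene sets were tested with gseapy 1.3.1 on Python 3.11.15 (numpy 2.4.6, pandas 2.3.3), with the settings that the methods of the paper give for this test: a weighted statistic, ranking by the signal-to-noise ratio and 1000 gene-set permutations. The ranking used counts divided by DESeq2 size factors without a logarithm. The methods name a log10 transformation of these counts before the PCA and do not say whether the gene set test used it, so log10 values were run as an alternative, which changed several calls. Sets of 8 to 600 tested genes were kept, and the adjusted values cover all of these sets. Between endosteal and central WT HSCs, 54 of 850 sets passed an FDR of 0.1, 0 of them higher and 54 lower in endosteal HSCs; in libraries labelled Gfra2-/- 47 of 894 did, 10 higher and 37 lower. Between the genotypes 75 of 863 did in central HSCs, 1 higher and 74 lower in libraries labelled Gfra2-/-, and 50 of 872 in endosteal HSCs, 0 higher and 50 lower. At an unadjusted p under 0.05 from the gene-set permutations, the WT comparison had 55 sets higher and 105 lower in endosteal HSCs, and the comparison in libraries labelled Gfra2-/- 116 and 77, so sets with a positive NES passed the FDR less often than sets with a negative one. The camera test of limma 3.58.1, which estimates the correlation between the genes of a set, passed 0 sets in each of the 4 comparisons. CPM are counts scaled to the TMM-normalized total of the library, and set scores are the mean of log2(CPM + 1) over the tested members, and groups were compared by exact two-sided permutation tests. The smallest p these allow is 0.0286 for 4 libraries against 4 and for 4 against 3.

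The genes named in the text were chosen by a rule written before the data were examined: Gfra2, Gfra1, Ret, Notch1 and Myc, which the paper names; the first 5 genes in each direction in Supplementary Data 1 and 2; in each comparison the 3 largest changes in each direction past the threshold whose groups do not overlap; and the 3 members of each reported set with the smallest p. Where all libraries of a group had 3 counts or fewer, counts are given in place of a fold change.

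Reads counted on genes ranged from 826487 to 18550008 per library. Libraries differed in their share of spike-in reads: it was under 0.5% in 4 libraries, 1 in each group, and above it in the other 11, and differences are given for both batches. PCR reads without molecular identifiers are not independent molecules, so the depth covers counting error only.

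The alternatives were DESeq2's test, DESeq2 or spike-in size factors within edgeR, no filter on low counts, at least 10 counts in every library, counts thinned to the smallest library, an FDR of 0.05, all 4 groups in one fit, only libraries past the quality cut-offs of the paper, and each library left out in turn. For gene sets they were the unweighted statistic, log10 values, a ranking by edgeR's statistic, camera, the same filter and thinning, and each library left out in turn. The spike-in batch as a covariate was added after the data had been seen. The scripts were tested on simulated data with 200 changed genes. For the WT comparison (11181 genes), edgeR recovered 43% of them with 9.47% false calls, and DESeq2 recovered 65% with 41.2% false calls. For the comparison within libraries labelled Gfra2-/- (13860 genes), edgeR recovered 31.5% with 11.3% false calls, and DESeq2 55% with 61% false calls. Of the 100 genes given a log2 fold change of 4 in either direction, edgeR recovered 62% in the former comparison and 48% in the latter, and DESeq2 86% and 74%. A count of 0 genes with edgeR therefore does not show that no gene changed. The counts were drawn with edgeR's dispersion estimates, so the comparison of the tools may lean toward edgeR. The gene set test found 6 of 6 sets shifted by the SD of the ranking, and 7 of 232 untouched sets passed the threshold. The ranking was shuffled over genes there, which removes correlation between the genes of a set, so the share of false calls in the real data may be higher.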

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

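In 75 measures of groups of 4 libraries, the gap of the highest or lowest library to its nearest neighbour was set against the range of the group. Such a screen picks out about 1 in 20 groups by chance, which gives 3.75 here, and it picked out 5. The named genes were added to the screen after their values had been seen, and the tests of depth, amplification and stromal markers in this part were chosen only after the result was seen.

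B cell marker genes took 0.435% of the counts in endosteal library D labelled Gfra2-/-, against 0.00542% to 0.0106% in the other 3 libraries of the group. Of these counts, 18300 were on Ighm. If RNA from B-lineage cells were present, other marker genes would also be highest there, and 6 of the 8 other marker genes with counts were highest in this library among all 15. RNA from B-lineage cells in this pool is therefore a candidate explanation for which the test speaks, and no biological explanation was tested.

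Stromal marker genes took 0.00358% of the counts in central WT library D, against 0.000163% to 0.000297% in the other 3 central WT libraries. These are 108 counts in all, on 3 of the 7 marker genes with more than 3 counts in any library. Of the 7, 0 were highest in this library among all 15, but 3 libraries, all endosteal, had a larger share, so this test cannot tell whether RNA from stromal cells is the source. Amplification of a few molecules was not tested for this list, and no biological explanation was tested.

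Notch1 had 90.0 CPM in central WT library D and 4.02 to 8.15 in the other 3 central WT libraries. With counts thinned to the smallest library of the group, the gap was 0.938 of the range, but thinning leaves proportions as they are on average, so this cannot tell whether depth plays a part. The 267 reads may come from few molecules that PCR amplified, and counts without molecular identifiers cannot tell this apart from higher expression in the pool.

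Gfra1 had 12.1 CPM in endosteal library D labelled Gfra2-/- and 0 to 0.101 in the other 3 libraries of the group. After thinning, the gap was 0.989 of the range, which cannot tell about depth here either. It rests on 138 reads, and amplification of few molecules may account for them, which these counts cannot tell. This is the library with the B cell marker genes, and it is 1 of the 2 libraries whose Gfra2 counts go against the label.

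Gfra2 had 5.36 CPM in central WT library C and 0 in the other 3 central WT libraries. This library is the shallowest, and the value rests on 4 reads, for which amplification of few molecules may account; the counts cannot tell, and no biological explanation was tested.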

How the results depend on the processing

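The alternatives were set before the data were examined, except the spike-in batch as a covariate, which was chosen after seeing the data. For each change of count, direction or call given in this part, the cause was not tested, apart from the shift of all genes under spike-in size factors. No paired analysis was possible because the columns carry no replicate numbers, so neither edgeR nor camera was run with a replicate block. A fit with all 16 libraries was not run, since only 15 are mapped. The quality cut-offs drop no library from the comparison within libraries labelled Gfra2-/- or from the endosteal comparison, so they give no value there.

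For genes past a 10% FDR with edgeR, the WT comparison gave 0 (882 at an unadjusted p under 0.05). This became 607 with DESeq2's test (312 higher and 295 lower in endosteal HSCs), 58 with no filter on low counts (15 higher, 43 lower), 11 with at least 10 counts in every library, 4 with thinned counts, 22 with all 4 groups in one fit (20 higher, 2 lower) and 1 with the batch as a covariate, and it ran from 0 to 6 across the 8 fits that each left out 1 library. The comparison within libraries labelled Gfra2-/- gave 0 (664 at an unadjusted p under 0.05), 395 with DESeq2's test, and 19 with spike-in size factors (2 higher, 17 lower); it stayed at 0 across the 7 leave-one-out fits. The central comparison of the genotypes gave 6 genes (2 higher, 4 lower in libraries labelled Gfra2-/-) and, with DESeq2's test, 730 (363 higher, 367 lower). It gave 134 with no filter (52 higher, 82 lower), 29 with at least 10 counts (8 higher, 21 lower), 17 with thinned counts (3 higher, 14 lower), 1 with spike-in size factors (higher), 2 with the batch as a covariate (1 higher, 1 lower), 0 at an FDR of 0.05 (1028 at an unadjusted p under 0.05) and 0 with only the libraries past the quality cut-offs (1270 at an unadjusted p under 0.05); across the 7 leave-one-out fits it ran from 0 to 8. The endosteal comparison gave 0 (868 at an unadjusted p under 0.05), 531 with DESeq2's test, 2 with spike-in size factors and 1 with all groups in one fit, and 0 in each leave-one-out fit. The interaction gave 0 (1074 at an unadjusted p under 0.05), 243 with DESeq2's test, 195 with spike-in size factors (32 higher, 163 lower), and 0 in each leave-one-out fit. DESeq2's size factors within edgeR left all 5 counts at their value.

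Spike-in size factors moved the median log2 fold change of all genes from 0.03 to 1.72 in the WT comparison, to 1.91 in central HSCs between the genotypes, to -0.50 within libraries labelled Gfra2-/- and to -0.17 in endosteal HSCs between the genotypes, and DESeq2's size factors moved it to -0.08 in the WT comparison. Relative to all genes, the median of the ribosomal protein genes in the WT comparison was -0.29 with TMM, -0.30 with DESeq2's and -0.22 with spike-in size factors, and that of the LT-HSC list within libraries labelled Gfra2-/- was -0.41, -0.41 and -0.42.

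Among gene sets in the WT comparison, the NES of the ribosomal protein genes (-2.04) lost the threshold with log10 values (-0.71), with at least 10 counts (-1.76) and by camera (difference of mean log2 fold changes -0.28, FDR = 0.840), and ran from -2.29 to -1.80 in the leave-one-out fits, past the threshold in 8 of 8. Respiratory electron transport (-1.71) lost it with log10 values (-0.73), edgeR's ranking (-1.49), at least 10 counts (-1.52), thinned counts (-1.51) and camera (difference -0.20), and ran from -1.95 to -1.36, past it in 2 of 8 fits. Mitochondrial translation (1.60) gained the threshold with the unweighted statistic (2.32) and with at least 10 counts (1.58). Glycolysis (1.13) reversed with at least 10 counts (-0.75). The LT-HSC list (-1.06) reversed with log10 values (0.75). The Notch1 and Myc list (0.73) reversed with the unweighted statistic (-1.03), log10 values (-0.63) and camera (difference -0.26), and ran from -0.86 to 1.00 in the leave-one-out fits. Of the 9 proliferation sets, 0 passed and 3 did with at least 10 counts.

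Within libraries labelled Gfra2-/-, the Notch1 and Myc list (-0.77) reversed with edgeR's ranking (0.69), at least 10 counts (0.93) and thinned counts (0.68), and ran from -1.40 to 0.95. The 2 proliferation sets past the threshold became 4 with the unweighted statistic, 7 with edgeR's ranking, 1 with thinned counts, and 0 with log10 values, at least 10 counts or camera, and ran from 0 to 9 across the 7 leave-one-out fits. The LT-HSC list (-2.27) lost the threshold with log10 values (-1.52) and by camera (difference -0.56), and ran from -2.18 to -1.87, past it in 7 of 7 fits. In central HSCs between the genotypes, the RET list (-1.60) gained the threshold with the unweighted statistic (-2.18), had -1.09 with thinned counts, and ran from -1.66 to -1.09, past it in 0 of 7 fits. NCAM signaling (-1.90) lost it with the unweighted statistic (-1.69), log10 values (-1.66) and camera (difference -0.63), and ran from -2.01 to -1.67, past it in 6 of 7 fits. The STAT3 and IL-6 list (-1.69) lost it with the unweighted statistic (-1.62), log10 values (-1.66) and camera (difference -0.88), and ran from -1.95 to -1.40, past it in 5 of 7 fits. In endosteal HSCs, NCAM signaling (-1.48) gained it with at least 10 counts (-1.77). The other sets kept their direction and their side of the threshold under all alternatives run: signaling by NOTCH1 and laminin interactions in WT HSCs, and the STAT3 and IL-6 list in endosteal HSCs.

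Among the named genes, 28 values reversed, 23 of them with spike-in size factors, which move all genes; relative to the median of all genes, 22 of the 23 kept their direction, all but Notch1 between the genotypes in endosteal HSCs. In the WT comparison the log2 fold changes then became 0.29 for Notch1, 0.34 for mt-Nd2, 0.52 for mt-Nd6, 0.59 for Rplp1, 0.67 for Rplp2, 1.20 for Lamc1, 0.023 for Tle4, 1.42 for Rbpj, 0.75 for Ccnd1, 1.01 for Txnip and 1.34 for Mllt3. In central HSCs between the genotypes they became 0.24 for mt-Nd2, 0.42 for mt-Nd6, 0.31 for Canx, 0.46 for Spred2, 1.27 for Etv5, 0.41 for Grb2, 0.056 for Mapk3, 1.57 for Ywhab, 0.76 for Pim1, 1.17 for Stat3 and 0.16 for Irf1, and in endosteal HSCs -0.57 for Notch1. With only the libraries past the quality cut-offs, Notch1 became -0.42 between the genotypes in central HSCs and Itgb1 -0.064 in the WT comparison. In the leave-one-out fits, Notch1 ran from -1.50 to 1.24 and Itgav from -0.29 to 1.11 in the WT comparison, and Cad from -1.45 to 0.13 within libraries labelled Gfra2-/-. In all, 674 other values of named genes kept their direction and side of the threshold, 75 gained the threshold, 40 of them with DESeq2's test, and 21 lost it.

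The shallow central WT libraries limit what can be said of genes with few counts in the WT comparison and in central HSCs between the genotypes: 11181 genes were tested in the former and 13860 within libraries labelled Gfra2-/-.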

Differences from the paper's values

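The paper lists 554 genes past a 10% FDR between endosteal and central WT HSCs, where edgeR gave 0 (882 at an unadjusted p under 0.05). With DESeq2's test, which the methods of the paper name, the count was 607; none of the other alternatives set before the data were examined closed the gap, with counts from 0 to 58. Between endosteal and central Gfra2-/- HSCs the paper lists 319 genes, where edgeR gave 0 in libraries labelled Gfra2-/- (664 at an unadjusted p under 0.05). DESeq2's test gave 395 genes, and none of the other alternatives closed the gap, with counts from 0 to 19.

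For RET target genes in central HSCs, the paper's NES for WT against Gfra2-/- is about 1.9 in Fig. 5b, read by eye, and the hand list gave 1.60 in that direction; none of the alternatives set before the data were examined closed the gap, and the unweighted statistic gave 2.18. The paper's FDR is about 0.019 in Fig. 5b, read by eye, against 0.120 here; the unweighted statistic, at 0.0273, closed this gap, and none of the other alternatives did. For targets of Notch1 and Myc in WT HSCs, the paper's NES is about 2.3 in Fig. 5c, read by eye, against 0.73 for the hand list here, and the paper's FDR is about 0.016 in Fig. 5c, read by eye, against 0.945 here. None of the alternatives closed either gap, the nearest being at least 10 counts in every library, with an NES of 1.46 and an FDR of 0.163.

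The paper states that mitochondrial pathways are higher in central WT HSCs; here respiratory electron transport had an NES of -1.71 (FDR = 0.0739), past the threshold in 2 of the 8 fits that each left out 1 library, but the mean log2 CPM of its members was 7.01 in endosteal and 6.92 in central WT HSCs. Mitochondrial translation was higher in endosteal WT HSCs (NES 1.60, FDR = 0.516), and the unweighted statistic and the filter on at least 10 counts brought it past the threshold in that direction. The paper states that glycolysis and Notch1-dependent pathways are higher in endosteal WT HSCs; here the Reactome set of glycolysis had an NES of 1.13 (FDR = 0.607) and signaling by NOTCH1 one of -1.26 (FDR = 0.426). The hand list of glycolysis genes was higher in endosteal WT HSCs by its mean log2 CPM, 6.25 against 5.76 (exact two-sided permutation test, p = 0.0286), with an NES of 1.43 (FDR = 0.478). The mean of this list was also higher in central libraries labelled Gfra2-/- than in central WT libraries, so it may follow the low depth of the latter. The paper states that RET target genes and IL-6-dependent transcription are lower in Gfra2-/- HSCs. In central HSCs here the RET list had an NES of -1.60 (FDR = 0.120) and the STAT3 and IL-6 list one of -1.69 (FDR = 0.0776). Both lists also had a negative NES in endosteal against central WT HSCs (-1.26, FDR = 0.424, and -1.81, FDR = 0.0409). The shallow central WT libraries may therefore account for these values. In endosteal HSCs the RET list had an NES of -0.73 (FDR = 0.954) and the STAT3 and IL-6 list one of -1.02 (FDR = 0.664). The paper states that targets of Notch1 and Myc are enriched in endosteal HSCs of WT and not of Gfra2-/- mice; here the interaction with genotype had an FDR of 0.997 by limma's camera test. In Fig. 5d the paper marks the proliferation-associated Reactome sets as higher in endosteal Gfra2-/- HSCs. Here 2 of the 9 passed, 1 of them M phase, which stands in for the paper's mitotic M-M/G1 set. The other 7 had FDRs from 0.144 to 0.264. With the unweighted statistic 4 of the 9 passed, and with edgeR's ranking 7 did. All 9 passed in the fit without central library C and 8 in the fit without endosteal library C, but 0 passed in 3 of the 7 fits that each left out 1 library, 0 with log10 values, at least 10 counts or camera, and 1 with thinned counts.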

Other observations

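The tests of gene set splits, of the ribosomal protein share without the library with B cell marker genes and of marker lists between groups were chosen only after the result was seen; the other tests in this part were chosen before their results were seen.

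Each count of genes and each enrichment was set against all 35 splits of the libraries into groups of the same sizes, or against the number given. With edgeR, the counts of 0 genes were matched by 35 of 35 splits in the WT comparison (882 genes at an unadjusted p under 0.05), within libraries labelled Gfra2-/- (664) and in the endosteal comparison (868), and by 41 of 41 splits for the interaction (1074), as a count of 0 always is. The 6 genes between the genotypes in central HSCs were reached by 1 of 35 splits, the real one, and the others gave 0 to 2 genes. That split also divides the shallow central WT libraries from the deeper ones, so it cannot tell genotype from depth. With DESeq2, only the real split gave as many genes in each comparison, 1 of 22 splits. The other splits still gave 80 to 580 genes (median 153) against 607 in the WT comparison, 213 to 393 (median 281) against 395 within libraries labelled Gfra2-/-, 85 to 678 (median 139) against 730 in central HSCs, and 174 to 320 (median 248) against 531 in endosteal HSCs. In simulated counts, 41.2% of DESeq2's calls in the WT comparison and 61% of those within libraries labelled Gfra2-/- were false. Those counts were drawn with edgeR's dispersion estimates, so these shares may differ in the real data.

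Enrichments as large in either direction were reached in the WT comparison by 2 of 35 splits for ribosomal protein genes, 5 for respiratory electron transport, 1 for mitochondrial translation, 17 for laminin interactions, 9 for glycolysis, 10 for signaling by NOTCH1, 32 for the Notch1 and Myc list and 12 for the LT-HSC list, and the count of 0 proliferation sets by 35, as a count of 0 always is. Within libraries labelled Gfra2-/- they were reached by 26 of 35 splits for the Notch1 and Myc list, 11 for the 2 proliferation sets and 1 for the LT-HSC list. Between the genotypes they were reached in central HSCs by 5 of 35 splits for the RET list, 1 for NCAM signaling and 6 for the STAT3 and IL-6 list, and in endosteal HSCs by 2 for NCAM signaling and 19 for the STAT3 and IL-6 list. 

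The negative enrichment of ribosomal protein genes in endosteal WT HSCs (NES -2.04) kept its direction and threshold when counts were thinned to the smallest library (NES -2.05). This goes against counting noise from unequal depth. Thinning leaves proportions as they are on average, so it cannot rule out other effects of depth. The median log2 fold change of the ribosomal protein genes, -0.26, lay at percentile 0.01 of random lists matched on expression, length and GC content. This is the smallest that 10000 draws can give (median of the draws 0.14), and it goes against gene length and GC content. Since 2 of 35 splits reached as large an enrichment, the pattern cannot be told apart from the grouping of the libraries by chance, and the mean log2 CPM of these genes was 6.79 in endosteal and 6.78 in central WT HSCs.

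The LT-HSC list was lower in endosteal than in central HSCs of libraries labelled Gfra2-/-, 2 of which go against the label. Thinned counts gave an NES of -2.29, so counting noise from unequal depth did not account for it. Thinning leaves proportions as they are on average, so other effects of depth cannot be ruled out. Without the endosteal library with B cell marker genes the NES was -2.07, so that pool alone did not account for the lower list. Of the 4 marker lists of other cell types, the erythroid one came nearest to a difference between these groups, with 0.251% of the counts in endosteal and 0.166% in central libraries (exact two-sided permutation test, p = 0.0857, adjusted p = 0.343 over 16 comparisons), and the adjusted p of the others ran from 0.457 to 0.943. The median of -0.38 lay at percentile 0.01 of matched lists (median of the draws 0.04), which goes against gene length and GC content. Between the genotypes, over the genes tested there, the mean log2 CPM of the list was 6.43 ± 0.224 in endosteal libraries labelled Gfra2-/- and 6.47 ± 0.113 in endosteal WT libraries (SD, n = 4 each; NES -0.73, FDR = 0.955), but 6.85 ± 0.133 (SD, n = 3) against 6.30 ± 0.285 (SD, n = 4) in central HSCs (NES 1.39, FDR = 0.736; exact two-sided permutation test, p = 0.0571). The median log2 fold change between the genotypes was -0.17 in endosteal HSCs, with 22 of 35 genes lower in libraries labelled Gfra2-/-. In central HSCs it was 0.18, with 25 of 36 genes higher. The data therefore do not place the contrast in endosteal HSCs, or in either compartment alone. A difference between the compartments in this genotype may remain as a hypothesis, found and tested on the same data with a hand list; camera gave an FDR of 0.795, and the difference from WT HSCs did not pass (FDR = 0.997 for the interaction). Without endosteal library B, the other library that goes against the label, the NES was -1.87 (FDR = 0.0770), so neither of the 2 alone accounted for the result; both were not left out together, and reads shared with paralogs were not tested.

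The paper does not report the share of counts on ribosomal protein genes between the genotypes. In endosteal HSCs it was 2.17% ± 0.453 (SD, n = 4) in libraries labelled Gfra2-/- and 3.21% ± 0.323 (SD, n = 4) in WT libraries, lower in every library labelled Gfra2-/- than in every WT library (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). In the libraries with more spike-in reads the means were 2.31% and 3.20%, and in the single pair with fewer 1.77% and 3.27%. With counts thinned to the smallest library the highest share of a library labelled Gfra2-/- was 2.57% and the lowest of WT 2.82%, but thinning leaves a share of counts as it is on average, so this cannot tell whether depth accounts for the difference. Without the library with B cell marker genes the highest share was 2.58%, but that library has the lowest share, so leaving it out cannot tell whether cells of other lineages account for the difference. Erythroid marker genes took 0.203% to 0.292% of the counts in the endosteal libraries labelled Gfra2-/- and 0.114% to 0.160% in the endosteal WT libraries (exact two-sided permutation test, p = 0.0286, adjusted p = 0.152 over 16 comparisons of marker lists). The median log2 fold change of the ribosomal protein genes was -0.54, at percentile 0.01 of matched lists. The matched lists were lower as well (median of the draws -0.26). Expression, gene length and GC content may therefore account for part of this change, but not for all of it. Relative to all genes, the median of the ribosomal protein genes was -0.57 with TMM and with DESeq2's size factors and -0.63 with spike-in size factors. The set had an NES of -3.03 in endosteal HSCs, as large in 3 of 35 splits, and of -2.38 in central HSCs, also as large in 3 of 35. The genotype may lower ribosomal protein genes. By the NES this hypothesis cannot be told apart from the grouping of the libraries by chance, while by the share the groups separated fully. By neither measure can it be told apart from library depth or cells of other lineages in the pools. The Gfra2 counts of 2 of these libraries go against the label, and camera gave an FDR of 0.708. In central HSCs the share was 2.94% ± 0.474 (SD, n = 3) in libraries labelled Gfra2-/- and 3.55% ± 0.224 (SD, n = 4) in WT libraries (exact two-sided permutation test, p = 0.0857). The interaction with genotype had an FDR of 0.997 by limma's camera test.

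RNA of a gene missing from some pools of the higher group would leave 3 counts or fewer in a library of that group. This held for 24.4% of the paper's genes in Supplementary Data 1 (135 of 554) and 26.6% of those in Supplementary Data 2 (85 of 319). RNA missing from pools of the lower group would also make calls and was not tested, so these values cannot tell how many calls rest on missing RNA.

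The 4 libraries with a low share of spike-in reads, 1 of each group, were set against the other 11 with the groups as covariates. With edgeR, 6 genes passed a 10% FDR between these batches, fewer than the 10 set beforehand as a sign of a difference between library batches. The comparisons between groups also gave at most 6 genes with edgeR, so a count under 10 cannot rule out such a difference.

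Between the genotypes in endosteal HSCs, Myc had 249 ± 64.2 CPM (SD, n = 4) in libraries labelled Gfra2-/- and 139 ± 18.5 (SD, n = 4) in WT libraries, a log2 fold change of 0.84 (standard error 0.26, FDR = 0.696 from edgeR; exact two-sided permutation test, p = 0.0286).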
